# Reprogramming mRNA Expression in Response to Defect in RNA Polymerase III Assembly in the Yeast *Saccharomyces cerevisiae*

**DOI:** 10.3390/ijms22147298

**Published:** 2021-07-07

**Authors:** Izabela Rudzińska, Małgorzata Cieśla, Tomasz W. Turowski, Alicja Armatowska, Ewa Leśniewska, Magdalena Boguta

**Keywords:** yeast, gene expression, RNA polymerase

## Abstract

The coordinated transcription of the genome is the fundamental mechanism in molecular biology. Transcription in eukaryotes is carried out by three main RNA polymerases: Pol I, II, and III. One basic problem is how a decrease in tRNA levels, by downregulating Pol III efficiency, influences the expression pattern of protein-coding genes. The purpose of this study was to determine the mRNA levels in the yeast mutant *rpc128-1007* and its overdose suppressors, *RBS1* and *PRT1.* The *rpc128-1007* mutant prevents assembly of the Pol III complex and functionally mimics similar mutations in human Pol III, which cause hypomyelinating leukodystrophies. We applied RNAseq followed by the hierarchical clustering of our complete RNA-seq transcriptome and functional analysis of genes from the clusters. mRNA upregulation in *rpc128-1007* cells was generally stronger than downregulation. The observed induction of mRNA expression was mostly indirect and resulted from the derepression of general transcription factor Gcn4, differently modulated by suppressor genes. *rpc128-1007* mutation, regardless of the presence of suppressors, also resulted in a weak increase in the expression of ribosome biogenesis genes. mRNA genes that were downregulated by the reduction of Pol III assembly comprise the proteasome complex. In summary, our results provide the regulatory links affected by Pol III assembly that contribute differently to cellular fitness.

## 1. Introduction

Transcription in a eukaryotic cell is carried out by three RNA polymerases: Pol I, II, and III. The set of transcripts synthesized by Pol II is extremely complex because it includes thousands of different protein-coding mRNAs. In contrast, Pol I and Pol III are more specialized. Pol I is responsible for the synthesis of rRNA, and Pol III is responsible for the synthesis of tRNA and 5S rRNA, which are fundamental for the process of translation. One basic problem is how the decrease in tRNA levels caused by downregulating Pol III influences mRNA synthesis by Pol II. To address this, we used yeast mutant *rpc128-1007* located in the Rpc128 catalytic subunit near the contact points for the association between Rpc128 and the Rpc40-Rpc19 heterodimer [1]. Since the formation of Rpc128-Rpc40-Rpc19-Rpb12-Rpb10 subcomplex is the critical step in Pol III biogenesis [2,3], the *rpc128-1007* mutation has severe consequences for the assembly of the active Pol III complex and hence the ability of the cell to support Pol III transcription activity [1]. Recently published structures of human Pol III revealed a disease-relevant cluster, which is functionally similar to the yeast mutant *rpc128-1007* [4,5,6]. The mutations lead to neurodegenerative disorders called hypomyelinating leukodystrophies, and many are predicted to affect the interface between Pol III subunits, especially affecting assembly with the assembly platform, homologous to Rpc40-Rpc19-Rpb12-Rpb10 heterotetramer. Using the *rpc128-1007* mutant and a yeast model we can therefore predict how global mRNA expression will be changed by hypomyelinating leukodystrophies.

In the yeast model, genes that can suppress the cold-sensitive phenotype of the *rpc128-1007* mutant encoded the Rpb10 subunit, which is shared by all three RNA polymerases and participates in the assembly of Pol III and Pol I [7], and the fructose bisphosphate aldolase Fba1, which is involved in the control of Pol III-directed transcription [8]. The growth phenotype of the *rpc128-1007* mutant was also suppressed by the overproduction of Rbs1 and Prt1 proteins [1].

The molecular mechanism of suppression by Rbs1 relies on the improvement of Pol III assembly in *rpc128-1007* cells. Rbs1 stimulates biogenesis of the Pol III complex both directly and indirectly. First, it binds to the Pol III complex or subcomplex and facilitates its translocation to the nucleus. Following dissociation from Pol III in the nucleus, Rbs1 is exported back to the cytoplasm by Crm1 exportin [1]. Second, Rbs1 in the cytoplasm binds to a subset of mRNA and interacts with its regulatory sequences. The interaction between Rbs1 and mRNA depends on the R3H domain in the Rbs1 sequence. The binding of Rbs1 to the 3′-untranslated region (UTR) in *RPB10* mRNA leads to an increase in the synthesis of Rpb10 protein, thereby indirectly stimulating Pol III assembly [2,9].

Prt1/eIF3b is one of five subunits of the translation initiation factor eIF3 [10]. Yeast eIF3 serves as an essential scaffold that promotes the binding of other initiation factors to the 40S ribosomal subunit, where it coordinates their actions during translation initiation [11]. Considering the basic function of Prt1 in the control of translation initiation, its role in Pol III assembly appears unlikely, thus suggesting an indirect mechanism of *rpc128-1007* suppression by Prt1.

The main aim of the work was to provide a global view of a regulatory network that involves the coordination of Pol III assembly and Pol II activity. Using RNA sequencing (RNA-seq) analysis, we explored the way in which mRNA transcription by Pol II is influenced by the *rpc128-1007* mutant and whether the observed changes can be overcome by an overdose of the suppressor genes *RBS1* and *PRT1*. The reduction in Pol III assembly resulted in the extensive reprogramming of yeast Pol II genes, which are clustered in the functional classes. Expression of selected genes, examined by RT-qPCR, was specifically affected in the *rpc128-1007* mutant and suppressor strains.

## 2. Results

### 2.1. Induction of GCN4-lacZ Reporter in the Pol III Assembly Mutant Is Differentially Affected by the Suppressors RBS1 and PRT1

The *rpc128-1007* mutation has severe consequences for the assembly of the active Pol III complex and hence for the capacity of the cell to support transcription activity and growth. Reduced viability of *rpc128-1007* cells was correlated with a declined synthesis of Pol III transcripts [1]. We reasoned that a decrease in tRNA levels in *rpc128-1007* cells might result in a rearrangement of mRNA expression. A major effect that was previously observed in other mutants with Pol III machinery defects was the activation of Gcn4 transcription [12]. This regulatory response, known as general amino acid control (GAAC), relies on the translational induction of *GCN4* mRNA [13].

Hence, we investigated whether a defect in Pol III assembly similarly results in elevated Gcn4 translation. We utilized a widely employed CEN-based reporter plasmid carrying a *GCN4* promoter and 5′UTR translation regulatory sequences. Driving the expression of a lacZ gene provided a quantitative measure for Gcn4 translation by assessing β-galactosidase activity [12].

More than a six-fold induction of *GCN4*-lacZ expression was measured in the *rpc128-1007* cells with respect to the wild type under nonstarvation conditions (Figure 1A), indicating that *GCN4* translational induction was constitutively operating in the mutant with the Pol III-assembly defect. As expected, a further increase in *GCN4*-lacZ expression was observed when the cells were starved for amino acids for 3 h. These measurements are consistent with the results of Conesa et al., 2005 [12], who observed induction of *GCN4* in the majority of Pol III mutants.

To more comprehensively investigate the connection between Pol III biogenesis and *GCN4* induction, we extended our studies on the *rpc128-1007* mutant and its overdose suppressors. Two suppressor genes, *RBS1* and *PRT1*, were considered, the overdose of which complemented the cold-sensitive phenotype of the *rpc128-1007* mutant. The *RBS1* gene encodes the RNA-binding protein, which stimulates Pol III biogenesis; whereas the product of the *PRT1* gene is a subunit of the translation initiation factor, eIF3. In general, genetic suppression by *RBS1* and *PRT1* correlated with a decrease in *GCN4* induction in the *rpc128-1007* mutant to a level close to that of the wild type (Figure 1B,C). When the *rpc128-1007* cells were transformed by the plasmid that carried the *RBS1*-R3H mutant allele, in which the conserved R57 and H61 residues that are located within the RNA-binding domain R3H were changed to alanine, neither genetic suppression nor a significant decrease in *GCN4* expression was observed (Figure 1B,C, strain 4).

We supposed that the reprogramming of *GCN4* expression in the *rpc128-1007* mutant and suppressor strains is related to the levels of tRNA, especially tRNA_i_^Met^. The *rpc128-1007* strain carried additional *SUP11* and *ade1-2* mutations, which allowed us to monitor the tRNA-dependent phenotype according to the colony color. This was possible because the presence of the *ade2-1* nonsense mutation led to pigment accumulation when the dosage of the suppressor tRNA *SUP11* (Tyr/UAA) was low. The low *SUP11* dosage and the resulting red colony color were presumed to indicate that the global low tRNA levels were a consequence of a decrease in Pol III transcription in the *rpc128-1007* cells (Figure 1C, strain 2). Complementation by *RBS1* and *PRT1* resulted in a white and light pink colony, respectively (Figure 1C, strains 3 and 5), suggesting that the suppression of *rpc128-1007* due to an overdose of *PRT1* is relatively weak.

To examine the tRNA levels, small RNA species were separated on a urea-polyacrylamide gel using equal amounts of RNA per lane and stained with ethidium bromide. The level of 5.8S rRNA was comparable in *rpc128-1007* and wild-type cells and thus served as an internal control. Although 5S rRNA is also a product of Pol III, its levels are unaffected in *rpc128-1007* cells. This is unsurprising because many other Pol III mutants lead to a decrease in tRNA synthesis but do not alter the transcription of 5S rRNA [14]. As expected, tRNA levels were low in the *rpc128-1007* mutant that carried an empty vector or plasmid with a mutated *RBS1*-R3H allele and were increased by an overdose of native *RBS1* (Figure 1D). This is consistent with the R3H domain-dependent role of Rbs1 in improving Pol III assembly and the recovery of tRNA synthesis in *rpc128-1007* cells [2]. Global tRNA levels in *rpc128-1007* cells were not significantly changed by *PRT1* overexpression. This could imply that *PRT1* does not act by restoring Pol III assembly.

The same cells were examined by northern blot to quantify the amounts of single tRNAs. Levels of three representative tRNAs: tRNA_i_^Met^, tRNA^Phe^ and tRNA^Tyr^, demonstrated an approximate two-fold decrease in the *rpc128-1007* mutant relative to the wild-type control (Figure 1E). *RBS1* overexpression elevated tRNA levels in *rpc128-1007* cells; whereas the changes due to *PRT1* overexpression determined for the three specific tRNAs were not statistically significant as compared to levels in the *rpc128-1007* mutant (Figure 1E).

*RBS1* overexpression elevated tRNA levels in *rpc128-1007* cells; whereas the changes due to *PRT1* overexpression determined for the three specific tRNAs were not statistically significant (Figure 1E). In summary, *rpc128-1007* suppression by *RBS1* was correlated with the decreased activity of *GCN4* reporter and increased tRNA levels; whereas we did not observe a full correlation for suppression by *PRT1*. This difference motivated us to analyze the transcriptional response of *rpc128-1007* and suppressor mutants on a genome-wide scale.

### 2.2. RNA-seq Analysis Reveals Distinct Gene Expression Signatures of the rpc128-1007 Mutant and Its Suppressors

To compare the effects of *rpc128-1007* and its suppressors on overall Pol II-dependent gene expression, we performed RNA-seq analysis. mRNA was isolated from the *rpc128-1007* mutant that was optionally transformed with *PRT1*, *RBS1*, and *RBS1-*R3H plasmids. The same mutant that was complemented by the native *RPC128* gene, expressed from the centromeric plasmid, was used as an isogenic wild-type control (referred to as wt). Cells were grown overnight on selective medium to prevent plasmid loss, transferred to a nonselective glucose-rich medium, grown to the exponential phase, and harvested. The results of the RNA-seq experiments, performed with three biological repetitions, were subjected to differential expression analysis using the *DEseq2* method [15,16,17]. 

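RNA-seq libraries of poly(A)-selected RNA were made from 3 cultures of each of 5 strains, and the authors deposited the number of reads they counted on each of 6600 genes in each of the 15 libraries, without normalization. The strains were the rpc128-1007 mutant, the same mutant with plasmid-borne PRT1, RBS1 or RBS1-R3H, and the complemented control, wt. The plasmid-bearing mutants are written below as [PRT1], [RBS1] and [RBS1-R3H]. According to the paper, the strain written as rpc128-1007 carried an empty vector. RBS1-R3H encodes Rbs1 with an inactive R3H domain. The total count per library ranged from 7767726 to 9232033 in wt (median 8461814), from 10632690 to 12164321 in rpc128-1007 (median 10799898), from 7365923 to 10111376 in [PRT1] (median 9501364), from 7794547 to 11878873 in [RBS1] (median 8761053) and from 9302957 to 9878083 in [RBS1-R3H] (median 9449052). The 10 most abundant genes held between 9.8% and 12.3% of a library's counts. The authors had mapped the reads with TopHat2 and counted them with GenomicAlignments. From these counts, the 5851 genes with at least 1.06 CPM in 3 libraries and at least 15 counts in all were tested. Libraries were scaled by the trimmed mean of M-values, and log2 CPM were fitted with limma-voom over all 15 libraries, with a mean for each strain. In each of 8 comparisons between strains, p-values were adjusted by the Benjamini-Hochberg method over the 5851 genes, and a gene was called changed at an adjusted p under 0.05. An exact permutation test of a single gene in 3 libraries against 3 cannot give a p below 0.1, so the calls rest on the spread that limma shares across genes. Levels are given as counts relative to the scaled library total, in CPM. In counts simulated from these libraries with 200 of 5819 genes changed 2-fold, 85% of the changed genes were called, and 2.86% of the calls were unchanged genes.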

The complete data of the RNA-seq analysis are presented in Supplementary Table S2.

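The genes carried on the plasmids were read first in each strain. PRT1 (YOR361C) was at 4818 ± 324 CPM (SD, n = 3) in [PRT1] and 632 ± 79.4 (SD, n = 3) in rpc128-1007, a log2 fold change of 2.94 (standard error 0.10). RBS1 (YDL189W) was at 4410 ± 179.6 (SD, n = 3) in [RBS1], 2986 ± 833 (SD, n = 3) in [RBS1-R3H] and 100.3 ± 31.2 (SD, n = 3) in rpc128-1007. RPC128, which the reference lists as RET1 (YOR207C), was at 448 ± 21.6 (SD, n = 3) in wt and 207 ± 20.4 (SD, n = 3) in rpc128-1007, and the counts do not part reads of the native allele on the control plasmid from those of the chromosomal mutant allele. The paper describes PRT1 plasmids with URA3 and with LEU2 and does not name in its text which was used here. LEU2 was at 2395 ± 577 (SD, n = 3) in [RBS1] and 3760 ± 579 (SD, n = 3) in [RBS1-R3H], against 790.1 ± 106.2 (SD, n = 3) in rpc128-1007. URA3 was at 2120 ± 152 (SD, n = 3) in rpc128-1007, 971 ± 22.0 (SD, n = 3) in [PRT1] and 738 ± 13.9 (SD, n = 3) in wt. In [RBS1] URA3 was at 197 ± 20.4 (SD, n = 3). LEU2 was at 456 ± 81.6 (SD, n = 3) in [PRT1], below its level in rpc128-1007. The LEU2 and URA3 levels in [PRT1] argue against use of the LEU2 plasmid with PRT1.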

We first examined the overall similarity between samples by principal component analysis (PCA) (Figure 2A) and hierarchical clustering (Figure S2A) for protein-coding genes. Three independent biological replicates from the same strain were clustered together, confirming data reproducibility. 

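The similarity of the libraries was recomputed from log2 CPM of the 500 genes whose levels varied most. Component 1 held 40.7% of the variance and component 2 held 24.4%. By Euclidean distance over these genes, 8 of the 15 libraries had their own replicates as the 2 nearest libraries, and 14 had at least 1 of them among the 2 nearest. Replicate 2 of rpc128-1007 and replicate 2 of [RBS1] lay at -20.9 and -26.3 on component 2 and were nearest to each other, whereas the lowest of the other libraries, [PRT1] replicate 1, lay at -3.83. The deviation of a gene's log2 level from the mean of its strain rose with gene length in both, with a Spearman coefficient of 0.559 in rpc128-1007 replicate 2 and 0.501 in [RBS1] replicate 2 across the 5699 genes with a known length, which are not independent replicates. Libraries that did not lie apart had coefficients of 0.424 in [PRT1] replicate 1, -0.46 in [PRT1] replicate 3 and -0.457 in [RBS1] replicate 3. Deviations from a strain mean cancel across its replicates, so a trend in 1 library gives opposite trends in the others. The negative values are therefore not separate evidence of a trend. When only genes of at least 1000 bases were used, an alternative chosen after seeing the data, component 1 held 53.4% and component 2 held 19.2% of the variance, and 14 of the 15 libraries had their own replicates as the 2 nearest.

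**Figure D1:**
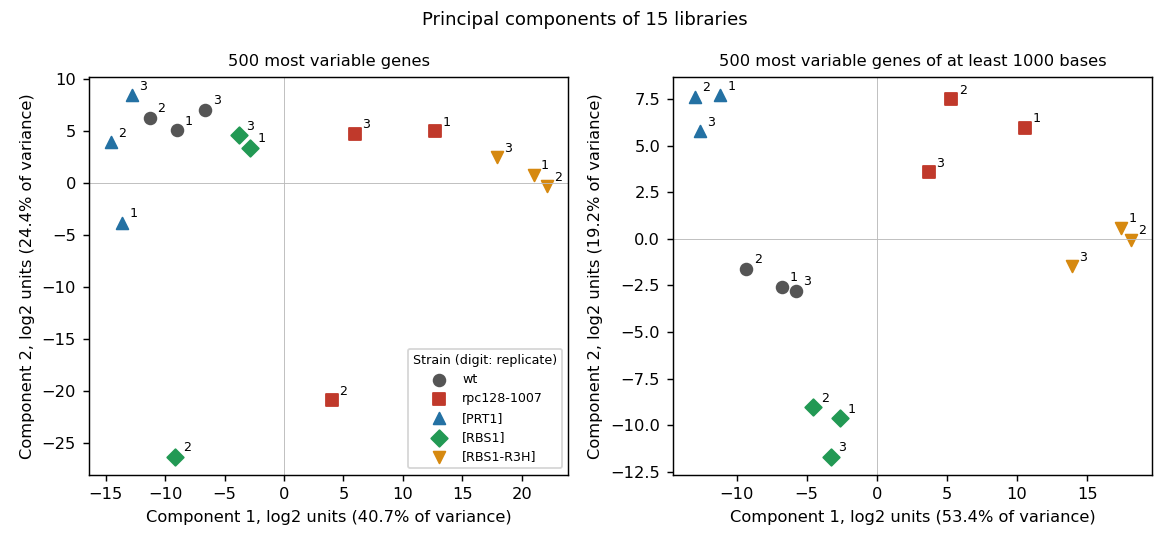
Component 2 against component 1 of log2 CPM, in log2 units, for the 500 most variable genes (left) and for the 500 most variable genes of at least 1000 bases (right); each point is a library, with its strain by colour and shape and its replicate number beside it. On the left, rpc128-1007 replicate 2 and [RBS1] replicate 2 lie at -20.9 and -26.3 on component 2, and on the right they lie beside their replicates.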

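On the component that held most of the variance, every library of wt, of the mutant with the PRT1 plasmid and of the mutant with the RBS1 plasmid lay at -2.87 or below, and every library of rpc128-1007 and of the mutant with the RBS1-R3H plasmid lay at 4.04 or above. The gap between these sets of strains was 6.91 log2 units, and it lay between 4.02, without [PRT1] replicate 3, and 9.24 when each of the 15 libraries was left out in turn. The gap was 9.19 after each library's trend with gene length was removed, an alternative chosen after seeing the data. Over all tested genes it was 13.4, but component values grow with the number of genes entered, so this does not show a clearer separation. A tree built by complete linkage from the same distances had 5 libraries in its smaller branch, which were the 3 of [RBS1-R3H] and replicates 1 and 3 of rpc128-1007. Replicate 2 of rpc128-1007 fell in the other branch.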

The analysis revealed two separate groups of strains that were genetically close: the first included the wt and the two suppressor strains *rpc128-1007* [*PRT1*] and *rpc128-1007* [*RBS1*]; the second included *rpc128-1007* and the inactive suppressor *rpc128-1007* [*RBS1-*R3H] (Figure 2A). These results correlated with the results of genetic suppression, as determined by growth under restrictive conditions. which was observed for strains from the first group but not the second group (Figure 1C).

To categorize genes that are involved in the suppression of the *rpc128-1007* phenotype, we performed hierarchical clustering of our complete RNA-seq transcriptome (Figure 2B). All genes without a significant change (*p* ≥ 0.05) in expression were annotated as unchanged and log2 of fold change was replaced with zero (*n* = 3557; white color on the heatmap). 

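Of the 6600 genes counted, 4332 were changed against wt in none of the 4 other strains at an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg). These comprised 3583 tested genes and 749 genes below the filter on low counts. The number rose to 5003 when wt replicate 3 was left out, and lay at 4259 without rpc128-1007 replicate 1.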

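In rpc128-1007 against wt, 1083 genes were called changed, 737 of them higher and 346 lower. The median log2 fold change was 0.58 among the genes that were higher and -0.41 among those that were lower. More than a 2-fold change was found for 145 genes, 22 of them lower, and more than a 4-fold change for 23 of the higher and 4 of the lower genes. With library totals in place of the trimmed mean of M-values, 585 genes were higher and 637 lower. Without wt replicate 3 the number of changed genes was 718, and with the replicate number as a block it was 1625. Against wt, 399 genes were higher and 270 lower in the mutant with the PRT1 plasmid, and 347 and 235 in that with the RBS1 plasmid. With the RBS1-R3H plasmid, 763 were higher and 533 lower. With library totals these numbers became 339 and 334, 383 and 187, and 574 and 1099, in this order. With the PRT1 plasmid the number of changed genes was 1214 with the block and 403 without wt replicate 3. With the RBS1 plasmid it was 274 without wt replicate 2, and it fell by more than 1.5-fold in 4 of the other 5 fits that each left out a library of these strains. The largest rises in rpc128-1007, among genes whose libraries did not overlap between the strains, were those of SRL4, with a log2 fold change of 3.07 (standard error 0.58) from a mean of only 1.13 CPM in wt, ARG1 with 3.00 (standard error 0.35) and SNO1 with 2.87 (standard error 0.22). The largest falls were those of YOL013W-A with -2.26 (standard error 0.70), YLL053C with -2.25 (standard error 0.23) and AQY2 with -2.22 (standard error 0.21). The fall of YOL013W-A rests on between 3 and 43 reads per library, and its adjusted p lay between 0.0262 and 0.163 over the alternatives. Its call was lost without wt replicate 1 (0.0744), 2 (0.0748) or 3 (0.0596) and without rpc128-1007 replicate 1 (0.077) or 2 (0.163). The call was also lost in the fit of these strains alone (0.0632), with limma-trend (0.0595) and with library weights (0.0747). YLL053C and AQY2 overlap in the reference annotation, so the reads behind them may not be separate.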

Transcription upregulation was generally stronger, exceeding a four-fold change (two on the logarithmic scale), and involved more genes than downregulation, which was characterized by a two-fold change. Groups of up- and downregulated genes, indicated by green and red, respectively, clustered together. Generally, the *rpc128-1007* and *rpc128-1007* [*RBS1*-R3H] expression profiles were similar, which is consistent with [*RBS1*-R3H] having no effect on phenotypic suppression (Figure 1C, Supplementary Figure S1) and a minimal difference between both strains, as confirmed by PCA (Figure 2A).

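Across the 5851 tested genes, the log2 fold changes of rpc128-1007 and of [RBS1-R3H], each against wt, had a correlation of 0.737. Both share the wt libraries, and in 100 simulations of unchanged strains against the same kind of control the correlation had a median of 0.506 and a range from 0.420 to 0.567. Genes are not independent replicates. Of the 691 genes called changed in both, 684 moved in the same direction, and none of the simulations called a gene in both. The direct comparison of [RBS1-R3H] with rpc128-1007 called 700 genes, 305 higher and 395 lower, of which 57 changed more than 2-fold. It called 171 genes when only the libraries of these strains entered the fit. It called 325 without [RBS1-R3H] replicate 2, 400 without [RBS1-R3H] replicate 1 and 417 without rpc128-1007 replicate 3.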

To elucidate differences between *rpc128-1007* and the suppressed mutants *rpc128-1007* [*RBS1*] and *rpc128-1007* [*PRT1*], differentially expressed genes were clustered by expression pattern similarity between the examined strains (Figure 2C). For clustering, we only selected genes with at least one differentially expressed sample as compared to wt (*n* = 3023), and divided them into 10 clusters using a k-mean clustering algorithm. 

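In the deposited counts, 2268 genes were called changed against wt in at least 1 strain, and 1597 when wt replicate 3 was left out. Their log2 fold changes, set to 0 where a gene was not called, were divided into 10 clusters by k-means with 50 random starts. The clusters held between 3 and 613 genes. A cluster of 53 genes had a mean log2 fold change of 1.98 in rpc128-1007, 0.018 in [PRT1], 0.14 in [RBS1] and 2.84 in [RBS1-R3H]. It held 20 genes of amino acid biosynthesis. The same pattern was found in a cluster of 194 genes, with means of 0.79, 0.043, 0.028 and 1.35 in this order. That cluster held 30 such genes. A cluster of 254 genes had its largest mean change, 0.62, in [RBS1], and another of 269 genes had its largest, 0.98, in [PRT1].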

The suppressors *rpc128-1007* [*PRT1*] and *rpc128-1007* [*RBS1*] were clearly different from the *rpc128-1007* mutant strain, but they were also different from each other. These differences are consistent with their distinct effects on tRNA expression (Figure 1D,E) and, together with the phenotypic differences (Figure 1C), indicate different mechanisms of *rpc128-1007* suppression.

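Against rpc128-1007, 1277 genes were called changed in [PRT1], 483 higher and 794 lower, and 1748 in [RBS1], 759 higher and 989 lower. With library totals, the division in [RBS1] became 1166 higher and 701 lower. With the replicate number as a block, in a comparison whose same-numbered libraries were taken as paired, it was 1001 higher and 1271 lower. The direct comparison of [PRT1] with [RBS1] called 943 genes, 494 higher and 449 lower, and 414 higher and 655 lower with library totals. Across the tested genes, the log2 fold changes of [PRT1] and [RBS1] against wt had a correlation of 0.320. The lowest value in 100 simulations of unchanged strains against a shared control was 0.430. The simulations gave all strains the same spread. In the data, the highest chi-square per gene between replicates was 13.7 in wt, 19.1 in [PRT1] and 35.3 in [RBS1]. A control with less spread gives a lower correlation, so this comparison does not decide whether the suppressors differ. The paper sets the differences between the suppressors beside their distinct effects on tRNA. With the differences in phenotype, it takes them as pointing to different mechanisms of suppression.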

We analyzed genes from all clusters using annotations in the String Database (https://string-db.org/, accessed on 31 May 2021). Two top GO term functional categories for each cluster are presented in Supplementary Figure S2B. To validate the most interesting findings, we used an independent approach, in which the entire gene category was selected, verified using a statistical approach, and presented as boxplots (Figure 2D, Supplementary Figure S2C).

Genes in clusters 1 and 2 exhibited an increase in expression in the *rpc128-1007* strain (Figure 2C), which was generally compromised in the suppressor strains. Among these genes, we identified strong enrichment for amino acid biosynthesis genes (Figure S2B), which are targets of the Gcn4 transcription factor. 

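Of the 737 genes that were higher in rpc128-1007 than in wt, 482 were lower in [PRT1] than in rpc128-1007 and 541 were lower in [RBS1] than in rpc128-1007 at an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg). Since the rpc128-1007 libraries enter both steps, chance values in them add to these overlaps.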

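Expression was followed in a list of 75 genes of amino acid biosynthesis that was written before the data were examined. In rpc128-1007 against wt, 68 of the 75 genes had a positive log2 fold change, with a median of 1.06. At an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg), 62 of them were called higher and 1 lower, and adjusted over the list alone, 63 were called higher and 4 lower. As a list they lay above the other genes, with an adjusted p of 1.22e-33 in limma's camera test with a preset correlation between genes of 0.01. Over 5 lists of genes, 19 such tests were made and adjusted together. Of these, 16 passed a threshold of 0.05. The fry test passed 9 of these 16, namely 4 of the 5 for amino acid biosynthesis in which a strain was set against rpc128-1007 or rpc128-1007 against wt, the 3 for the proteasome and 2 for hexose transport. When camera estimated the correlation from the libraries, 0 of the 19 passed, and 3 had an unadjusted p under 0.05.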

In fact, most genes from clusters 1 and 2 were under the control of Gcn4, which was noticed using the annotation of Gcn4 response genes from the published data (*n* = 511) [18,19]. Gcn4-dependent genes were upregulated in the *rpc128-1007* mutant (Figure 2D, *p* = 3.5 × 10^−40^), and suppression by either *PRT1* or *RBS1* overdose correlated with a significant decrease in their expression (*p* = 3.5 × 10^−47^ and 1.6 × 10^−25^). 

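Genes of amino acid biosynthesis, the part of the Gcn4 response listed here, fell in both suppressed strains. Against rpc128-1007, 71 of the 75 genes were lower in [PRT1], with a median log2 fold change of -1.15 (adjusted p = 7.73e-36, limma's camera test), and 59 were called lower. Adjusted over the list alone, 61 were lower and 2 higher. In [RBS1], 69 of the 75 were lower, with a median of -0.84 (adjusted p = 2.51e-23, limma's camera test); 59 were called lower and 2 higher, and adjusted over the list alone 61 and 2. The transcript of GCN4 itself was higher in rpc128-1007 than in wt by a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.00279 by limma-voom with Benjamini-Hochberg adjustment). In [RBS1] it was not called changed against rpc128-1007, with 0.027 (standard error 0.07, adjusted p = 0.814), a value whose sign changed in 3 fits that left out a library, namely rpc128-1007 replicate 2 or 3 or [RBS1] replicate 3, and it was higher than in wt by 0.39 (standard error 0.07, adjusted p = 0.00436). In [PRT1] it was lower than in rpc128-1007 by -0.23 (standard error 0.07, adjusted p = 0.0353), a call lost in 8 of 14 alternatives (adjusted p between 0.0183 and 0.163), among them the fits without rpc128-1007 replicate 1 and without each [PRT1] library.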

For *PRT1* overdose, the expression of Gcn4-dependent genes was even lower than in the wt strain (*p* = 6 × 10^−9^). 

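With the PRT1 plasmid, 53 of the 75 genes lay below wt, with a median log2 fold change of -0.12. Of these genes 4 were called lower and 2 higher, with the same counts adjusted over the list alone. The list passed limma's camera test (adjusted p = 0.00608) but not fry (adjusted p = 0.416). Without wt replicate 3, the median was -0.047 and the adjusted p from camera was 0.151. ARG1, for example, was at 107 ± 20.3 CPM (SD, n = 3) in [PRT1] and 183 ± 109 (SD, n = 3) in wt, a log2 fold change of -0.60 that was not called (adjusted p = 0.311, limma-voom with Benjamini-Hochberg adjustment). Without wt replicate 2 it was -1.09 and called lower (adjusted p = 0.0305), without wt replicate 3 it was -0.16, and its adjusted p lay between 0.0305 and 0.837 over the alternatives. With the RBS1 plasmid the median against wt was 0.18, with 56 of the 75 genes above wt, which was not among the 19 tests. Of the 75, 5 were called higher and 8 lower, and adjusted over the list alone 11 and 8.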

Another intriguing observation was the effect of the mutated [*RBS1*-R3H] plasmid, which was used as a negative control. The overproduction of mutated Rbs1-R3H in *rpc128-1007* cells led to an increase in the expression of genes in clusters 1 and 2, which are mostly Gcn4-dependent (Figure 2D,E).

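In [RBS1-R3H], 63 of the 75 genes of amino acid biosynthesis were higher than in rpc128-1007, with a median log2 fold change of 0.46 (adjusted p = 1.86e-16, limma's camera test). Of these, 43 were called higher and 3 lower, and adjusted over the list alone 49 and 5. The median against wt was 1.499. ARG1 was at 2899 ± 477 CPM (SD, n = 3) in [RBS1-R3H] and 1306 ± 322 (SD, n = 3) in rpc128-1007, a log2 fold change of 1.17 (standard error 0.33, adjusted p = 0.0350 by limma-voom with Benjamini-Hochberg adjustment). Its adjusted p rose above 0.05 in 4 of the 6 fits that each left out a library of these strains, with 0.133 without rpc128-1007 replicate 3 as the highest. Of the 737 genes that were higher in rpc128-1007 than in wt, 173 were higher still in [RBS1-R3H] and 208 were lower there than in rpc128-1007.

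**Figure D2:**
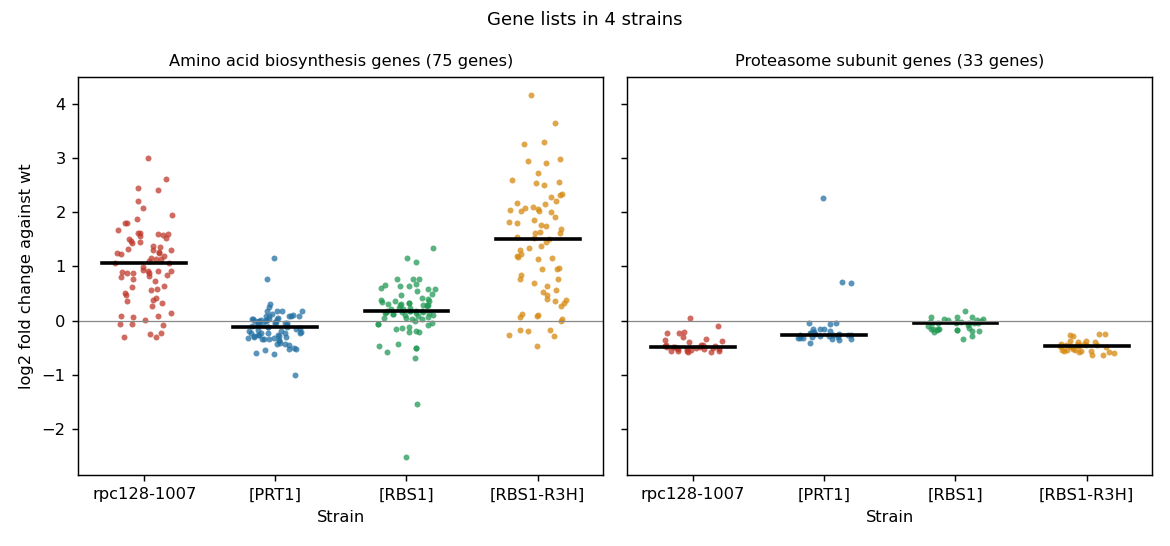
Log2 fold change against wt of 75 genes of amino acid biosynthesis (left) and 33 proteasome subunit genes (right) in 4 strains; each point is a gene and the bar is the median. The medians on the left are 1.06, -0.12, 0.18 and 1.499 from left to right.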

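Of the 33 proteasome subunit genes in the list used here, 30 were among the genes changed against wt in at least 1 strain and entered the k-means clusters. The cluster with the most subunits held 14 of them among its 180 genes, with a mean log2 fold change of -0.46 in rpc128-1007 and -0.91 in [RBS1-R3H]. A second cluster of 613 genes, with a mean of -0.13 in rpc128-1007 and -0.19 in [RBS1-R3H], held 13, and another held 3. The number in the fullest cluster depended on the division into clusters: it was 26 with 8 clusters, 26 with a single random start, and between 14 and 27 when each library was left out in turn.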

An opposite trend was observed in cluster 8, which contained functional categories that are involved in protein degradation, including 27 of the 31 subunits of the proteasome (Figure 2C,D, Supplementary Figure S2B). 

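In rpc128-1007 against wt, 32 of the 33 subunit genes had a negative log2 fold change, with a median of -0.48 (adjusted p = 2.68e-17, limma's camera test). At an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg), 27 were called lower, and 29 adjusted over the list alone. The exception was RPT1, at 0.047 (standard error 0.12), whose sign changed with library totals and in some fits without a library. Against rpc128-1007, the median was 0.24 in the strain with the PRT1 plasmid (adjusted p = 4.80e-07, limma's camera test), with 9 genes called higher and 1 lower, and 0.39 in the strain with the RBS1 plasmid (adjusted p = 3.49e-10, limma's camera test), with 25 called higher and 1 lower. Adjusted over the list alone, these counts were 10 and 1, and 26 and 1. Against wt, the medians of these strains were -0.26 and -0.04, and with the RBS1-R3H plasmid the median was -0.46. With the RBS1 plasmid the median against wt depended on single libraries: it was -0.12 without wt replicate 2, with 32 of the 33 lower, -0.10 without [RBS1] replicate 3 and 0.014 without wt replicate 3. PRE10, whose end lies on the PRT1 plasmid insert, was at 1817 ± 241 CPM (SD, n = 3) with that plasmid and 254 ± 37.2 (SD, n = 3) in rpc128-1007. The other 32 subunits had a median of 0.24 in the same comparison, with RPN10 at 0.90 and RPN1 at 0.81 as the highest.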

Genes that comprise the proteasome complex were downregulated in the *rpc128-1007* mutant (Figure 2D right panel; *p* = 9.6 × 10^−10^), and the suppressors *PRT1* and *RBS1* led to its partial reversal (*p* = 5.9 × 10^−8^, *p* = 8.9 × 10^−9^).

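At an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg), 217 genes were higher in the mutant with the RBS1 plasmid than in wt while neither rpc128-1007 nor the mutant with the PRT1 plasmid was called changed. Their median log2 fold change with the RBS1 plasmid was 0.48. Of the 217, 176 were also called higher with this plasmid than in rpc128-1007, and 129 were called higher than with the PRT1 plasmid. A call in 1 strain alone does not show a difference between strains, which the direct comparisons test.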

Genes that were specifically upregulated by the overexpression of *RBS1* are represented by cluster 5 (Figure 2C). Interestingly, these genes were generally unaffected in *rpc128-1007* cells but downregulated in *rpc128-1007* [*RBS1*-R3H] cells. In this cluster, we found genes involved in various functional categories. For example, genes involved in glucose transport were significantly upregulated by Rbs1 (Supplementary Figures S2B and S3). These effects may have been driven by the RNA-protective function of Rbs1, mediated by Rbs1 binding to 3′-UTR regulatory sequences in mRNAs that depend on the active R3H domain in Rbs1 [2]. However, the modest and nonsignificant enrichment of Rbs1 targets that were identified by the CRAC analysis was observed among genes in cluster 5 (data not shown).

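The 217 genes had a median log2 fold change against wt of 0.016 in rpc128-1007 and of 0.075 in [RBS1-R3H]. In [RBS1-R3H], 6 of them were called lower than in wt and 34 higher. The genes were selected on the same wt libraries, so chance low values in wt add to the calls of higher genes.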

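A list of 19 genes of hexose transport, 17 of which passed the filter on low counts, was tested. In [RBS1] against wt, 13 of the 17 were higher, with a median log2 fold change of 0.34 (adjusted p = 0.000492, limma's camera test). Of these genes 5 were called higher and 1 lower, and adjusted over the list alone 9 and 2. Against rpc128-1007 the median was 0.52 (adjusted p = 0.00608, limma's camera test). HXT6 and HXT7 had log2 fold changes of 2.18 (standard error 0.28) and 2.24 (standard error 0.27) in [RBS1] against wt, but they are near-identical paralogs between which the authors' counting could split reads. HXT1 was lower, at -0.75 (standard error 0.15). These genes were chosen for naming after their values were seen. In rpc128-1007 against wt and in [RBS1-R3H] against wt the list had medians of 0.12 and 0.18 and did not pass the test (adjusted p = 0.543 and 0.176, limma's camera test). These medians became 0.36 without rpc128-1007 replicate 1 and 0.09 without wt replicate 2. In [PRT1] against wt, which was not among the 19 tests, 14 of the 17 were higher, with a median of 0.32 (unadjusted p = 0.0014, limma's camera test). The direct comparison of [PRT1] with [RBS1] had a median of -0.08 (unadjusted p = 0.284), whose sign changed without [PRT1] replicate 2 and without [RBS1] replicate 3, so a rise of the list in [RBS1] alone is not shown.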

Clusters 4 and 6 represented genes that were specifically upregulated by *PRT1* overdose; however, we were unable to identify a meaningful GO category; therefore, we focused on individual genes. Among these, we found genes that encode factors that are involved in rRNA processing and biogenesis of cytoplasmic ribosomes (Supplementary Figure S2C). These effects were rather small; however, some increase in the expression of ribosome biogenesis genes was observed in all strains that harbored the *rpc128-1007* mutation regardless of the presence of suppressor genes (Supplementary Figure S2C left panel).

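In [PRT1], 222 genes were higher than in wt while neither rpc128-1007 nor [RBS1] was called changed (limma-voom, Benjamini-Hochberg), with a median log2 fold change of 0.82. In the direct comparison, 181 of the 222 were higher in [PRT1] than in [RBS1].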

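Of a list of 141 ribosome biogenesis genes, 140 passed the filter on low counts. Their median log2 fold change against wt was 0.11 in rpc128-1007 (adjusted p = 0.000890, limma's camera test), 0.14 in [PRT1] (adjusted p = 3.17e-08), 0.19 in [RBS1] (adjusted p = 2.18e-10) and 0.077 in [RBS1-R3H] (adjusted p = 0.0721). Positive values were found for 111, 130, 135 and 104 of the genes, in this order. None of these passed fry. The sign in [RBS1-R3H] depended on the scaling: with library totals its median was -0.032. With library totals the median in rpc128-1007 also fell, to 0.037, with 90 genes positive and 50 negative. In [PRT1] and [RBS1] it was then 0.098 and 0.20. Without rpc128-1007 replicate 2 the median in rpc128-1007 was 0.048 (adjusted p = 0.134) and without wt replicate 3 it was 0.056 (adjusted p = 0.265), in a range of adjusted p from 2.43e-06 to 0.668 over the alternatives. Without wt replicate 3 the medians in [PRT1], [RBS1] and [RBS1-R3H] were 0.067, 0.12 and 0.00053, and those in [PRT1] without [PRT1] replicate 1 and in [RBS1] without [RBS1] replicate 2 were 0.063 and 0.086. In [RBS1-R3H] the list passed without wt replicate 1 or 2 and without [RBS1-R3H] replicate 1 or 3, with adjusted p between 0.00155 and 0.774 over the alternatives. Single genes were called less often, 20 of them higher in rpc128-1007, 14 in [PRT1], 9 in [RBS1] and 3 in [RBS1-R3H], and adjusted over the list alone 18, 14, 3 and 0. In [RBS1-R3H], 7 of the 140 had an unadjusted p under 0.05. Among the genes of Fig. 2E, RRP15 had a log2 fold change of 0.48 (standard error 0.13) in rpc128-1007, a call it lost without wt replicate 2 (adjusted p = 0.0656), wt replicate 3 (0.0671) or rpc128-1007 replicate 1 (0.0502) and in the fit of these strains alone (0.0818).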

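In the mutant with the PRT1 plasmid, 159 genes were lower than in wt while rpc128-1007 was not called changed (limma-voom, Benjamini-Hochberg). Their median log2 fold change was -0.48. Of the 159, 44 were also called lower than in wt with the RBS1 plasmid.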

Finally, cluster 7 represented genes that likely represent specific regulation that is linked to the *PRT1*-mediated suppression of the *rpc128-1007* mutation (Figure 2C). Interestingly, we identified genes that are involved in mitochondrial translation as a major functional group among genes from cluster 7 and this group strongly overlaps with group mitochondrial gene expression (Figure S2B). 

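Of a list of 70 genes for proteins of the mitochondrial ribosome, 68 passed the filter on low counts. Against wt, 66 of them were lower in the mutant with the PRT1 plasmid, with a median log2 fold change of -0.35 (adjusted p = 2.38e-12, limma's camera test), and 67 were lower with the RBS1 plasmid, with a median of -0.32 (adjusted p = 4.37e-13). Neither passed fry (adjusted p = 0.0722 for both). With the PRT1 plasmid 9 of the genes were called lower and 2 higher, and adjusted over the list alone 29 and 2; with the RBS1 plasmid 10 were called lower, and 21 adjusted over the list alone. MRP20 had log2 fold changes of -0.57 (standard error 0.12) and -0.63 (standard error 0.12) in these strains, and the second was the lowest of the list. In rpc128-1007 the list lay above wt, with a median of 0.17 (adjusted p = 0.000492, limma's camera test). The fall was not confined to the active suppressors. With the RBS1-R3H plasmid 66 of the 68 genes were lower than in wt, with a median of -0.27, and -0.12 without [RBS1-R3H] replicate 2. Of these genes 6 were called lower and 1 higher, and adjusted over the list alone 0 lower and 1 higher, while 26 of the 68 had an unadjusted p under 0.05. Against rpc128-1007 the medians were -0.54, -0.50 and -0.46 with the PRT1, RBS1 and RBS1-R3H plasmids, with 54, 49 and 42 genes called lower, in this order. These comparisons were not among the 19 tests.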

After validation, we found that those genes were downregulated by both *PRT1* and *RBS1* suppressors (Figure S2C, *p* = 2.8 × 10^−12^ and 1.3 × 10^−19^). Changes in expression for a few example genes from selected categories are given in Figure 2E.

#### Effect of *rpc128-1007* and Suppressors on the Expression of Selected Gcn4-Dependent Genes

Mostly altered by the *rpc128-1007* mutation are the Gcn4-dependent genes. 

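In rpc128-1007 against wt, 145 genes had an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg) and a fold change above 2, of which 22 were lower. The number lay between 118 and 183 when each library of these strains was left out in turn. The published list of Gcn4 response genes was not analysed here.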

Considering greater-than-two-fold changes in expression to be significant, 124 differentially expressed genes were found in the *rpc128-1007* mutant, of which 98 are under Gcn4 control (Supplementary Table S2; examples in Figure 2E). Individual Gcn4-dependent genes were, however, induced to various extents in the *rpc128-1007* mutant and their expression was differentially affected by *PRT1* and *RBS1*. 

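The 15 genes that Fig. 2E lists as induced were each called higher in rpc128-1007 than in wt (limma-voom, Benjamini-Hochberg), with log2 fold changes from 1.22 (YMC1, standard error 0.11) to 3.00 (ARG1, standard error 0.35), and kept their calls when each library of these strains was left out in turn. They were chosen in the paper on these same libraries. ARG3 was at 170.4 ± 60.7 CPM (SD, n = 3) in rpc128-1007 and 28.4 ± 11.0 (SD, n = 3) in wt, and HIS4 at 1553 ± 337 (SD, n = 3) and 374 ± 112 (SD, n = 3). The log2 fold changes of HIS3, LYS20, SNZ1, BNA1, RIB5, GGC1 and ADH5 lay between 1.62 and 2.67. In [PRT1] against rpc128-1007 all of the 15 except BAT1 were called lower, and in [RBS1] against rpc128-1007 all of the 15.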

The genes induced in *rpc128-1007* cells are involved in the biosynthetic pathways of amino acids (*ARG1*, *ARG3*, *HIS4*, *HIS3*, *LYS20*, *BAT1*), cofactors and vitamins (*SNZ1*, *BNA1*, *RIB5*), mitochondrial transport (*GGC1*, *OAC1*, *YMC1*), and metabolism (*ALD5*, *MAE1*, *ADH5*). 

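IGD1 was at 3.25 ± 1.67 CPM (SD, n = 3) in rpc128-1007 and 6.67 ± 1.84 (SD, n = 3) in wt, from between 15 and 66 reads in each of these libraries. Its log2 fold change was -1.09 (standard error 0.38), and it was not called changed (adjusted p = 0.0581, limma-voom with Benjamini-Hochberg adjustment). The adjusted p was 0.0418 with library totals and 0.0282 with the replicate number as a block, and it lay between 0.0278 and 0.202 over all alternatives.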

One example of a Gcn4-dependent gene that was downregulated in *rpc128-1007* cells is *IGD1*, which is involved in glycogen homeostasis.

Changes in the expression of selected Gcn4-dependent genes were confirmed by direct RT-qPCR measurements (Figure 3). As expected for these genes, induction of expression was prevented by *GCN4* deletion or tRNA_i_^Met^ overproduction. Levels of *ARG1* and *ARG3* transcripts were 6.2- and 6.1-fold higher, respectively, in the *rpc128-1007* mutant than in the control (wild-type strain). Overexpression of the *PRT1* gene reduced *ARG1* mRNA and *ARG3* mRNA levels in the *rpc128-1007* mutant by 9.8- and 11-fold, approaching levels that were two-times lower than in the control (wild-type strain). Suppression by *RBS1* was relatively weaker, with 2.5- and 3.4-fold decreases in *ARG1* mRNA and *ARG3* mRNA levels being observed. The effect of the [*RBS1-*R3H] plasmid was the opposite, with *ARG1* and *ARG3* transcript levels in the *rpc128-1007* mutant increasing 2.2- and 1.7-fold, respectively. These data corroborate the RNA-seq results (Figure 2D).

However, for certain Gcn4-dependent genes in which induction was relatively weak in the *rpc128-1007* mutant, the suppression by *RBS1* was stronger than suppression by *PRT1*. This minor class of genes is represented by *OAC1*, *MAE1*, and *ALD5* (Figure 2E). For example, the induction of *OAC1* in the *rpc128-1007* mutant, which was more than a three-fold, was decreased to the level of 0.07 by *RBS1* (i.e., a 15-fold decrease) and 0.34 by *PRT1* (i.e., a 2.9-fold decrease). Moreover, no effect of *PRT1* was observed as regards the induction of *BAT1* expression, which was more than two-fold (Figure 3). 

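OAC1, MAE1 and ALD5 had log2 fold changes of 1.77 (standard error 0.17), 1.62 (standard error 0.16) and 1.51 (standard error 0.16) in rpc128-1007 against wt. The strains with the plasmids were compared directly: the levels in [PRT1] were above those in [RBS1] by log2 fold changes of 2.38, 1.05 and 1.25, with adjusted p of 5.67e-07, 0.000325 and 7.82e-05 (limma-voom, Benjamini-Hochberg). Every [PRT1] library lay above every [RBS1] library for each of the 3 genes. In [RBS1], OAC1 lay below wt by a log2 fold change of -2.14 (standard error 0.17). The LEU2 plasmid marker, carried with RBS1, also differed between these strains at the transcript level.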

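OAC1 (YKL120W) was at 416 ± 21.2 CPM (SD, n = 3) in wt, 1462 ± 431 (SD, n = 3) in rpc128-1007, 497 ± 70.7 (SD, n = 3) in [PRT1] and 94.8 ± 11.0 (SD, n = 3) in [RBS1]. The fold change was 0.0665 in [RBS1] against rpc128-1007 and 0.347 in [PRT1] against rpc128-1007, and the adjusted p were 1.64e-09 and 1.39e-05 (limma-voom, Benjamini-Hochberg). On the log2 scale they were -3.91 (standard error 0.17) and -1.53 (standard error 0.17). They stayed between -4.06 and -3.68 and between -1.67 and -1.30 over the alternatives.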

Interestingly, the [*RBS1*-R3H] plasmid that encoded Rbs1 with an inactive R3H domain had no effect on the expression of these genes in *rpc128-1007* cells (Figure 2E). 

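In [RBS1-R3H] against rpc128-1007, OAC1 had a log2 fold change of -1.58 (standard error 0.17, adjusted p = 0.000125 by limma-voom with Benjamini-Hochberg adjustment), MAE1 of -0.81 (standard error 0.15, adjusted p = 0.00395) and BAT1 of -0.79 (standard error 0.11, adjusted p = 0.000925). ALD5 was not called changed, with -0.042 (standard error 0.16, adjusted p = 0.919), and its sign changed without rpc128-1007 replicate 1 and without [RBS1-R3H] replicate 3. BAT1 was at 3327 ± 448 CPM (SD, n = 3) in rpc128-1007, 2969 ± 228 (SD, n = 3) in [PRT1], 459 ± 16.5 (SD, n = 3) in [RBS1] and 1929 ± 288 (SD, n = 3) in [RBS1-R3H]. Its log2 fold change in [PRT1] against rpc128-1007 was -0.16 (standard error 0.11, adjusted p = 0.379). [RBS1] and [RBS1-R3H] share the LEU2 marker, and the effects of Rbs1 and of the marker were not measured apart.

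**Figure D3:**
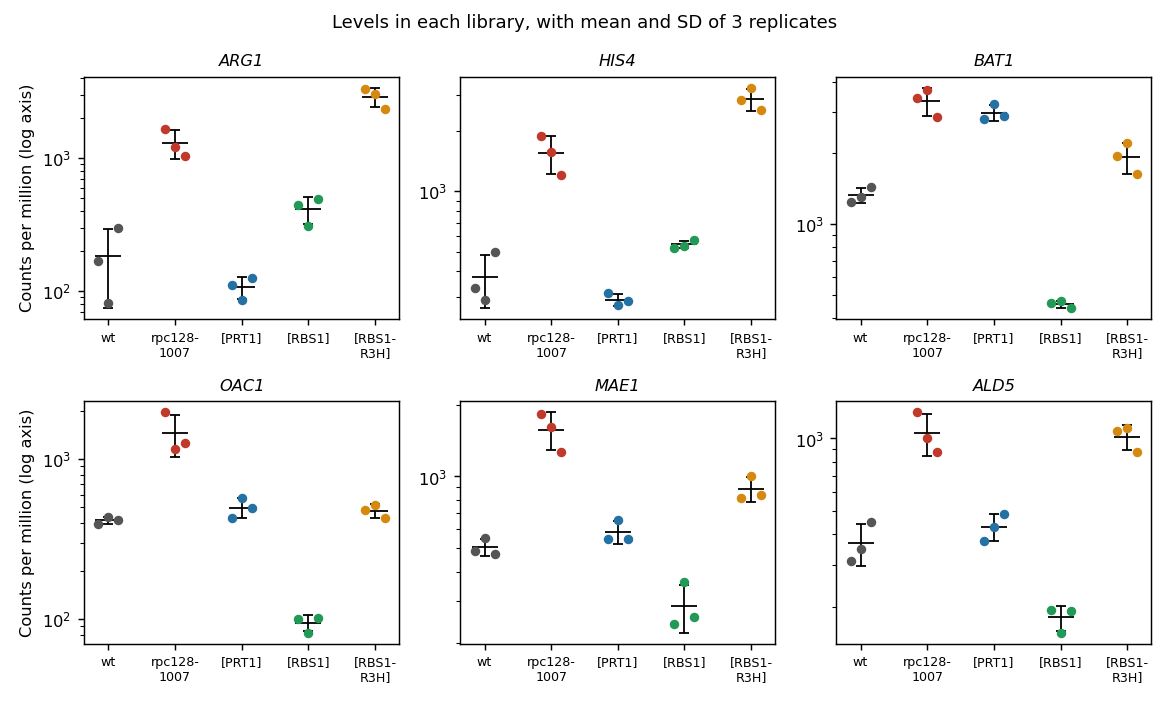
CPM, on a log axis, of ARG1, HIS4, BAT1, OAC1, MAE1 and ALD5 in the 5 strains; points are libraries, and the bars are the mean and SD of 3 replicates. OAC1 lies at 1462 in rpc128-1007, 94.8 in [RBS1] and 477 in [RBS1-R3H].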

Altogether, while the examined genes belong to one functional category, they might be differently affected by *PRT1* and *RBS1* suppressors.

## 3. Discussion

The interplay between the three nuclear RNA polymerase systems is presumably a key aspect of growth control. Pol III synthesizes very abundant and essential RNAs whose levels might influence the expression patterns of protein-coding genes. Remarkably, Pol II is preferentially recruited in close proximity to tRNA genes that display high Pol III occupancy [20,21,22,23,24,25]. The two main aspects of the influence of RNA Pol III-directed transcription on the expression of RNA Pol II-transcribed genes in *S. cerevisiae* were studied. First, there is a positional effect that is exerted by an extremely high rate of transcription and the occupancy of Pol III machinery on neighboring Pol II genes and vice versa. The positional effect of Pol III on mRNA expression, however, only operates to a limited extent [26]; whereas Pol II transcription robustly interferes with Pol III function at specific tRNA genes [27]. Second, there is a genome-wide effect of Pol III deficiency on the expression of Pol II genes. This was revealed by microarray analyses of mutants in different components of RNA Pol III transcription machinery and of single tRNA gene deletions mutants [12,28]. Deletions of tRNA genes from single-copy families elicited a stress response; whereas deletions of genes from multicopy families led to increased expression of genes involved in translation. Other functional groups of mRNA were differentially affected by deletions of tRNA genes from single- and multicopy families [28]. 

In the present study, we used RNA-seq to analyze the expression of Pol II genes in the Pol III assembly mutant *rpc128-1007* and this study was extended to the overdose suppressors, which overcome the cold-sensitive phenotype of *rpc128-1007*. The suppressor genes, *RBS1* and *PRT1*, account for Pol III assembly and translation initiation, respectively.

The *rpc128-1007* mutant results in severe consequences for the activity of Pol III and leads to a decrease in global tRNA levels, which involved a two-fold decrease in the amount of tRNA_i_^Met^ (Figure 1). The suppression of the Pol III assembly defect by Rbs1 overdose led to a back increase in both global tRNA and tRNA_i_^Met^ levels. Although *PRT1* overexpression clearly overcame the growth phenotype of the *rpc128-1007* mutant, the correlation with the increase in tRNA levels was less prominent (compare Figure 1C and Figure 1D,E) and, therefore, functional suppression of the assembly defect by *PRT1* could be indirect. The decrease in tRNA levels in the *rpc128-1007* mutant led to a genome-wide Gcn4 response, which was differentially affected by an overdose of *PRT1* and *RBS1*, indicating that *rpc128-1007* suppression downregulates *GCN4* but occurs through two different molecular mechanisms.

Gcn4 is a transcription factor that is important for activating amino acid biosynthetic genes in response to amino acid starvation (reviewed in [29]) and regulating diverse cellular processes, including purine biosynthesis, autophagy, organelle biosynthesis, the endoplasmic reticulum stress response, and the induction of mitochondrial transport carrier proteins [18,30,31]. Gcn4 protein levels are primarily determined by translation initiation and protein degradation rather than by transcription. In yeast, the Gcn4 response relies on the derepression of *GCN4* mRNA translation and depends on the rate of ternary complex (TC) binding to 40S ribosomes. During translation initiation, methionyl-tRNA_i_^Met^ is recruited in a TC with eIF2 and GTP to the 40S subunit. This is followed by the recruitment of mRNA to form the 48S preinitiation complex, which scans mRNA for AUG recognition. The translation of Gcn4 is regulated by four small upstream open reading frames (uORFs) in the 5′ leader region of *GCN4* mRNA. *GCN4* translation is normally repressed because ribosomes dissociate from the mRNA after translation of the fourth inhibitory uORF. However, the decrease in TC concentration makes it more likely that a scanning ribosome will scan through the fourth uORF and then efficiently initiate translation on the *GCN4* sequence. In yeast that were starved of amino acids, the formation of TC is indirectly inhibited by Gcn2 kinase, which phosphorylates eIF2 and converts it to the inactive form [29]. The concentration of TC can also be decreased by the direct depletion of initiator tRNA_i_^Met^ in mutants with defects in tRNA synthesis, maturation, or nuclear export [12,32,33,34], and in a mutant with *RPL20B* deletion [35]. These mutants also derepress *GCN4* translation under nonstarvation conditions and belong to the Gcd- (general control derepressed) category.

In the *rpc128-1007* mutant that was grown under nonstarvation conditions, we observed up to a 10-fold increase in the induction of Gcn4-dependent genes that are involved in the synthesis of amino acids (*ARG1*, *ARG3*, *HIS4*, *HIS3*, *LYS20*, *BAT1*), cofactors and vitamins (*SNZ1*, *BNA1*, *RIB5*), mitochondrial transport (*GGC1*, *OAC1*, *YMC1*), and metabolism (*ALD5*, *MAE1*, *ADH5*). Therefore, the *rpc128-1007* mutant had a Gcd- phenotype. The suppression of this Gcd- phenotype by *RBS1* overdose was consistent with the enhancement of Pol III assembly and the back increase in both global tRNA and tRNA_i_^Met^ levels in *rpc128-1007* cells (Figure 1D,E). One interesting observation was the suppression of the Gcd- phenotype by *PRT1* overexpression in the *rpc128-1007* mutant (Figure 1B, Figure 3). This effect was not apparently correlated with tRNA_i_^Met^ levels, suggesting that the mechanism of *rpc128-1007* suppression by *PRT1* is different from the simple correction of the Pol III assembly defect.

Prt1/eIF3b is one of the five subunits of the translation initiation factor eIF3 [10]. eIF3 stimulates the binding of TC and mRNA to 40S subunits [36]. eIF3 also has critical functions downstream of the 48S complex assembly and prior to 60S subunit joining, which impacts ribosomal scanning on *GCN4* mRNA and AUG selection [37]. This suggests that Prt1 overdose is sufficient for the derepression of *GCN4* translation in the *rpc128-1007* mutant, with no apparent changes in tRNA_i_^Met^ abundance. Therefore, Prt1-mediated suppression was expected to result from the prevention of rescanning ribosomes to bypass uORFs when TC levels were low. Perhaps the overproduction of Prt1 altered interactions within a multifactor complex (MFC) that contained eIF3, eIF1, and eIF5 and was associated with TC [38,39]. One possible consequence of such a hypothetical rearrangement is the facilitation of TC recruitment despite its low level. Another possibility is that the Prt1 overdose affects the rearrangement of eIF3 at later stages of translation initiation. Structural studies revealed relocation of the Prt1-containing module upon mRNA binding, thus supporting a role for Prt1 in the interaction with the ribosome and selection of the AUG start codon [11,40,41,42]. Notably, the *prt1-1* mutant was previously shown to affect the Gcn4 response by altering the stringency of AUG selection during ribosomal scanning on *GCN4* mRNA [37]. The impairment in *GCN4* translation in *rpc128-1007* cells by Prt1 overdose suggests the stimulation of an as yet undefined step in the initiation of general translation machinery. Therefore, our hypothesis is that Prt1 indirectly suppresses the growth phenotype of the *rpc128-1007* mutant by improving translation and growth despite low tRNA levels.

The enhancement of the Gcn4 response in *rpc128-1007* cells by the overproduction of Rbs1 with an inactive R3H domain (Figure 2D,E) is another interesting observation. Moreover, mRNA clustering indicated the enhancement of the effect of *rpc128-1007* on genes in clusters 1 and 2, indicating a dominant-negative effect of the [*RBS1*-R3H] plasmid. The dominant mode of the *RBS1*-R3H allele was not supported by simple genetic analysis of the *rbs1*Δ strain (Supplementary Figure S1). The functional negative effect of the mutated Rbs1-R3H protein that was observed herein is unclear. Rbs1 is a poly(A) mRNA-binding protein. Mutational analysis indicated that the R3H domain is required for mRNA interactions [2]. Another RNA-binding domain, SUZ, was identified in the Rbs1 sequence, but cooperation between both the R3H and SUZ domains is still obscure. Therefore, one hypothesis is that the SUZ domain alone exerts a negative effect in Rbs1 that lacks a functional R3H domain. Specific effects of Rbs1 on mRNA expression could be explained by an interaction between Rbs1 and regulatory sequences in mRNA.

The decrease in tRNA levels in *rpc128-1007* cells correlated with the downregulation of genes that are involved in protein degradation (Figure 2D), including 27 of the 31 subunits of the proteasome. Although the changes in expression were less than two-fold (Figure 2E, Supplementary Table S2), they represent a global tendency toward protein rescue. The coupling of tRNA biogenesis with protein degradation was also observed previously in yeast strains harboring deletions of single tRNA genes [28]. Deletions of tRNA genes representing the multicopy tRNA families led to downregulation of proteasomal gene expression; whereas deletions of single-copy tRNA genes have the opposite effect, i.e., upregulation. Additionally, single deletions of tRNA genes from the first group induced genes involved in amino acids metabolism and ribosome biosynthesis, but expression of these genes is decreased by deletions of tRNA genes from the second group [28]. We assume the equal transcription inhibition of all tRNA genes due to the Pol III assembly defect in *rpc128-1007* cells. However, the genome-wide effects of *rpc128-1007* mutation on mRNA expression look like those observed for deletions of tRNA genes from multicopy gene families but not for deletions of genes from single-copy gene families. 

Finally, the examination of mRNA expression for individual genes using RT-qPCR (Figure 3) generally corroborated the RNAseq results; however, it revealed diverse gene-specific effects. These may reflect the chromosomal locations of genes and the specific regulation of mRNA expression by Prt1 and Rbs1.

## 4. Materials and Methods

### 4.1. Strains, Plasmids, and Media

The *rpc128-1007* mutant MJ15-9C (MAT*a SUP11 ade2-1 ura3-1 lys2-1 leu2-3*,*112 his3*) and wild-type strain MB159-4D (control) (MAT*a SUP11 ura3 leu2 ade2-1 his3 lys2-1*) were described previously [43]. MB159-4D is referred to as wild type (wt) in Figure 1 and Figure S1.

The *rpc128-1007* mutant that harbored the native *RPC128* gene on the pRS316 centromeric plasmid pLH3 (kindly supplied by P. Thuriaux) was used as an isogenic control strain in the RNA-seq experiment and is referred to as wt in Figure 2 and Figure 3, Figures S2 and S3, and Table S2.

The *rpc128-1007Δgcn4* strain was selected from the progeny of the cross of *rpc128-1007* mutant with the BY4741*Δgcn4* strain (Euroscrarf, Germany, Oberursel).

*IMT1* plasmid containing gene encoding tRNA_i_^Met^ cloned in Yep352 plasmid was provided by Oliver Lefebvre. YEp181-*RBS1* and YEp181-*RBS1*-R3H plasmids, referred to herein as [*RBS1*] and [*RBS1*-R3H], respectively, were described previously [2]. pFL44L[*URA3* 2μ-*PRT1*] or pFL46L[*LEU2* 2μ-*PRT1*], referred to herein as [*PRT1*], contain a cloned insert from chromosome XV originally selected in a screen of *rpc128-1007* suppressors [1]. This insert contains complete *PRT1* and the 3′ part of the *PRE10* gene. *PRT1* was essential for suppression, demonstrated by deletion of the PmlI/SalI fragment of the insert. The p180 (*GCN4-lacZ URA3 CEN*) reporter plasmid was provided by L. Valasek [44].

The following media were used for growing yeast: YPD (2% glucose (POCH, Gliwice, Poland, catalogue no. 459560117), 2% peptone (Gibco, Thermo Fisher Scientific, Waltham, MA, USA, catalogue no. 211677), and 1% yeast extract (Gibco, catalogue no. 212750); and SC (2% glucose (POCH, catalogue no. 459560117) and 0.67% yeast nitrogen base without amino acids (Difco, Sparks, MD, USA, catalogue no. 0919-15). SC-ura, SC-leu, and SC-ura-leu contained 20 μg/mL of the amino acids that were required for growth, with the exception of uracil, leucine, or both, respectively.

### 4.2. Analysis of GCN4-lacZ Expression

Strains that were transformed with p180 (*GCN4-LacZ URA3 CEN*) were grown under nonstarvation conditions at a permissive temperature (30 °C) to an optical density (OD600) of 0.6 in standard rich YPD medium (yeast extract-peptone-dextrose) or under starvation conditions (growth in YPD before being moved to minimal SC medium with no amino acids for 3 h). The cells were collected and protein extracts were prepared with a glass bead procedure [12]. β-galactosidase activity in whole-cell extracts was then measured as previously described [12].

### 4.3. Northern Blot Analysis

Overnight yeast cultures were resuspended in fresh YPD media to an OD600 of 0.2 and grown to the exponential phase (OD_600_ = 0.6). The cultures were then shifted to 16 °C, incubated for 2 h, and harvested. RNA was extracted as described previously [2]. RNA (5 μg) was separated by electrophoresis on a 10% polyacrylamide, 8 M urea gel, transferred to positively charged nylon membranes, and hybridized with DIG-labeled probes as described previously [45]. Blots were developed using higher-resolution photographic films (Medical X-Ray film blue from AGFA, Morstel, Belgium). RNA signals were calculated using ImageJ software. The following DIG-labeled probes were applied: tRNA_i_^Met(CAU)^ (5′-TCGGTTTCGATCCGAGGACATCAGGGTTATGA-DIG-3), tRNA^Phe(GAA)^ (5′-GCGCTCTCCCAACTGAGCT-DIG-3), tRNA^Tyr(GUA)^ 5′-CGAGTCGAACGCCCGAT-DIG-3′, and 5.8S rRNA (5′-GCGTTGTTCATCGATGC-DIG-3′).

### 4.4. RNA Extraction and RNA-seq Procedure

The original liquid cultures were grown overnight in SC-ura or SC-leu, transferred to YPD, and grown to the log phase (OD600 = 0.6). Total RNA was extracted from yeast cells using the Bead-beat Total RNA Mini kit (A&A Biotechnology, Gdańsk, Poland, catalogue no. 031-25BB) and purified using Clean-Up RNA Concentrator (A&A Biotechnology, catalogue no. 039-25C). RNA quality control was checked with Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

RNA sequencing and data quality filtration were performed by the Hemispherian company with the following procedure: mRNA was enriched using oligo(dT) beads. The mRNA was fragmented randomly, and then cDNA was synthesized using an mRNA template and random hexamers primer, after which a custom second-strand synthesis buffer (Illumina), dNTPs, RNase H, and DNA Pol I were added to initiate second-strand synthesis. After a series of terminal repair and ligation of sequencing adaptors, the double-stranded cDNA library was completed through size selection and PCR enrichment.

Whole-transcriptome RNA-seq was performed using an Illumina NextSeq-500 sequencer (Novogene). Raw data that comprised three biological replicates for each strain were processed by removing reads that contained adapters and low-quality reads. The reads, having passed both operations, comprised 96% of the initial data, with an average read length of 150 bases.

### 4.5. RNA-seq Data Quantification and Analysis

The retained high-quality pair-end reads for each sample were mapped to the *Saccharomyces cerevisiae* genome sequences (version *Saccharomyces_cerevisiae*_EF4_Ensembl) using TopHat2 v 2.0.11 software on the genepattern website [46,47]. Quantitative analyses were performed using R version 3.6.3 software with the Bioconductor packages Genomic Alignments version 1.20.1 and DESeq2 version 1.24.0 [15,16,17].

The genes with adjusted values of *p* < 0.05 were considered significantly differentially expressed. Fold changes (FCs) for these genes are marked in yellow in Supplementary Table S2. The principal component analysis (PCA) plot was performed using normalized reads in the DESeq2 package [16].

For the clustering analysis, we used a subset of genes with adjusted values of *p* < 0.05. Fold changes for genes that did not pass filtration were changed to 0. Hierarchical clustering was performed using the *hclust* algorithm with the Euclidean method in the R package. Next, we removed from the analysis genes that did not have significant changes in any of the comparisons analyzed. The data were divided into 10 groups using the k-means function with default parameters. For heatmap generation, we used the *pheatmap* version 1.0.12 package from R.

To validate fold change between strains, we selected genes annotated in functional GO terms according to SGD (www.yeastgenome.org). Boxes in boxplots present data between first and third quartile (50% of observations), the line marks show median, and whiskers range between 5th and 95th (90% observations) percentile. Statistical analysis was performed using Mann–Whitney test. The boxplots were generated using ggpubr version 0.3.0 (https://github.com/kassambara/ggpubr, accessed on 31 May 2021).

### 4.6. cDNA Synthesis and Reverse-Transcription Quantitative PCR (RT-qPCR)

RNA (100 ng) was used for cDNA synthesis using the QuantiTect reverse transcriptase kit (Qiagen). cDNA for each sample was generated according to the manufacturer’s instructions. The RT-qPCR reactions contained 1 μL of cDNA template, 300 nM primer pairs, and 5 μL of RT-PCR Mix SYBR (A&A Biotechnology). Quantitative PCR was performed using the Roche LightCycler 480 System with 5-min incubation at 95 °C, followed by 40 cycles at 95 °C for 30 s, 60 °C for 20 s, and 72 °C for 20 s (with a plate read after each cycle). A melting curve analysis was performed for each sample after PCR amplification to ensure that a single product with the expected melting curve characteristics was obtained. Each sample was loaded in triplicate. Each plate contained cDNA dilutions for the standard curve, a nonreverse transcriptase control, and a no template control. Polymerase chain reaction efficiencies were between 90% and 100%. Data were processed using LightCycler 480 software and then analyzed in Microsoft Excel. Data are presented in arbitrary units, calculated from a standard curve, where the highest cDNA concentration was set to 1. Values were normalized to the levels of *ACT1* mRNA encoding actin, which was used as an internal control. The primer sequences are listed in Supplementary Table S1.

## Figures and Tables

**Figure 1:**
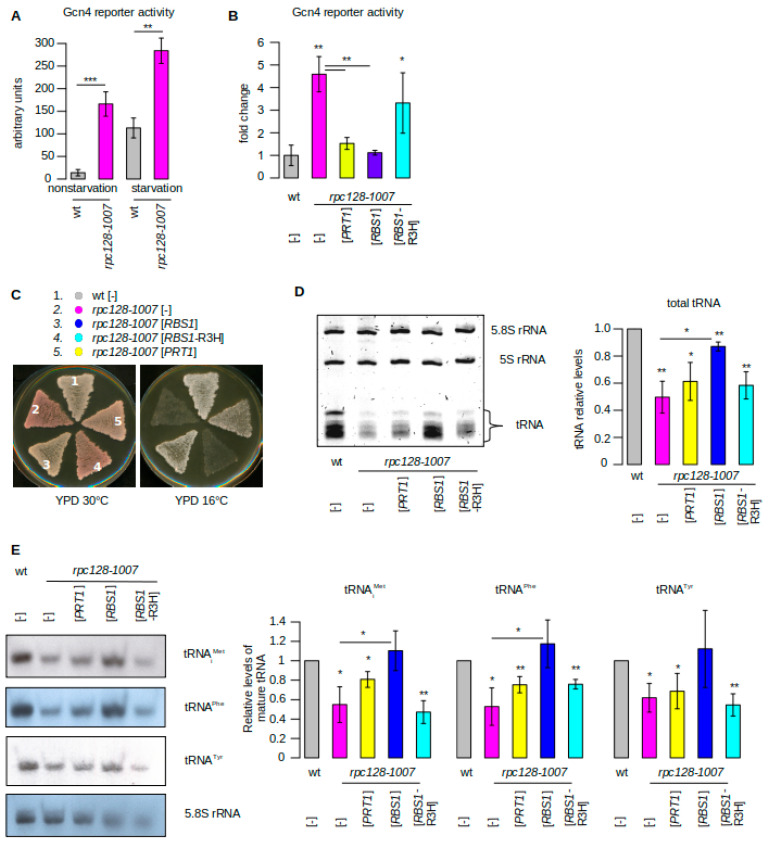
*RBS1* and *PRT1* as overdose suppressors of the Pol III assembly mutant *rpc128-1007*. (**A**) Expression of the *GCN4-lacZ* in *rpc128-1007* mutant. The *rpc128-1007* mutant and isogenic wild-type strains, transformed with p180 plasmid (*GCN4-lacZ*, *CEN*, *URA3*), were grown under nonstarvation or starvation conditions, as described in the Materials and Methods section. Extracts were prepared and assayed for β-galactosidase activity (expressed as nanomoles of *o*-nitrophenol-β-D-galactopyranoside hydrolyzed per minute per microgram of total protein). The reported values are averages of three independent measurements (number of biological replicates *n* = 3). (**B**–**D**) The *rpc128-1007* mutant was transformed with a control empty vector [–] or multicopy plasmids [*PRT1*], [*RBS1*], and [*RBS1*-R3H]. (**B**) The effect of suppressors on *GCN4-lacZ* expression. Cells harboring p180 plasmid (*GCN4-lacZ*, *CEN*, *URA3*) were grown in YPD, harvested in log phase. β-galactosidase activity was determined and calculated relative to the amounts in the wt strain, which was set as 1 (*n* = 3). (**C**) Suppression of the *rpc128-1007* growth phenotype. Cells that were grown on a YPD plate were replicated on YPD plates and incubated for three days at the respective temperatures. (**D**) Determination of total tRNA levels. Small RNA species were isolated and separated on a 7 M urea–6% polyacrylamide gel using equal amounts of RNA per lane (2.5 μg) and stained with ethidium bromide (*n* = 3). **(E)** Determination of specific tRNA levels by northern hybridization with probes specific for mature tRNA_i_^Met^, tRNA^Phe^, and tRNA^Tyr^. tRNA amounts in D and E were normalized to the loading control (5.8 S rRNA) and calculated relative to amounts in the wt strain, which was set as 1. Bars represent the mean ± standard deviation (SD) of three independent experiments (*n* = 3). Values of *p* were calculated using a two-tailed paired *t*-test: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. Asterisks just under bars show the *p*-value in comparison to the level in wt; other comparisons are annotated by lines. To clarify the plots, bars are colored as follows: *rpc128-1007* with control vector—pink; with [*PRT1*], [*RBS1*], and [*RBS1*-R3H]—yellow, dark blue, and light blue, respectively; grey was used for control strains. The same color code and calculation of *p*-values are used in the figures hereafter.

**Figure 2:**
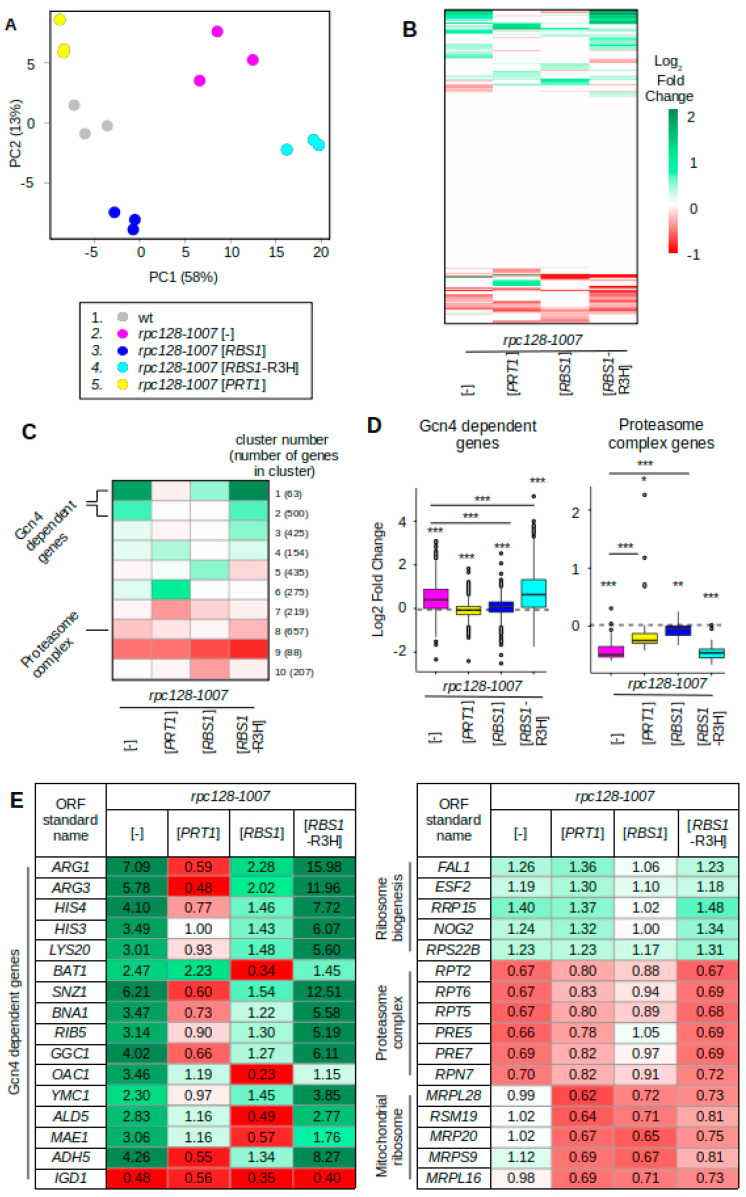
RNA-seq analysis reveals a common mechanism of *rpc128-1007* suppression by *RBS1* and *PRT1* despite functional differences. The *rpc128-1007* mutant strains were transformed with [*RPC128*], empty vector, or overexpressing [*PRT1*], [*RBS1*], or [*RBS1-*R3H] and subjected to RNA-seq analysis (*n* = 3). (**A**) Principal component analysis (PCA) of the RNA-seq data shows differences between strains and a good level of reproducibility. The axis titles show the extent of variation, which is explained by a given principal component. (**B**) Heatmap of hierarchical clustering between RNA-seq samples based on the entire yeast transcriptome. Data are shown as log2 of the ratio between each strain and wt. (**C**) Heatmap of the clustering analysis of differentially expressed genes. Selected enriched functional categories are annotated. (**D**) Boxplots of changes in mRNA levels for Gcn4-dependent genes (left) or proteasome complex genes (right). Statistical significance was calculated using the Mann–Whitney test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Asterisks just under boxes represent *p*-value in comparison to the level in wt; other comparisons are annotated by lines. (**E**) RNA-seq data for representative genes that belong to given functional categories. Data were selected from the supplemental Table S2 where the adjusted *p*-values for each expression value are specified.

**Figure 3:**
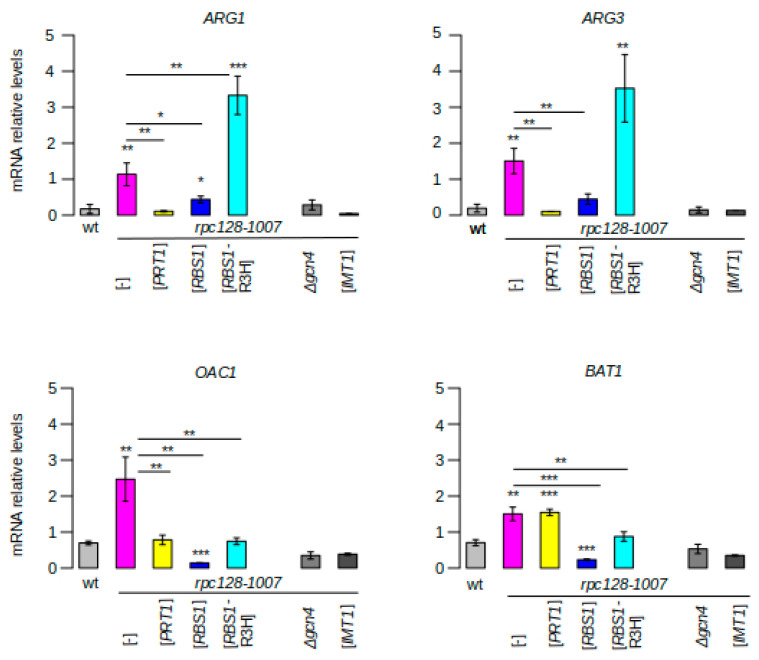
Induction of *GCN4* expression in the Pol III assembly mutant is differentially affected by the suppressors *RBS1* and *PRT1***.** RNAs that were isolated from the *rpc128-1007* mutant, which was transformed with the indicated plasmids and control strains (wt, *rpc128-1007 gcn4Δ*), were analyzed by RT-qPCR with specific probes (*n* = 3). Values of *p* were calculated using a two-tailed paired *t*-test: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

RNA-seq data are available on Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accessed on 31 May 2021). Accession number: GSE166918. Data were submitted on 17 February 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22147298/s1.

How the deposited data were processed for this re-analysis (not part of the article)

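Poly(A)-selected RNA was sequenced from 3 cultures of each of 5 strains, the control written wt, rpc128-1007, [PRT1], [RBS1] and [RBS1-R3H]. The authors had mapped the reads with TopHat2 to the EF4 assembly and counted them on genes in R with GenomicAlignments, and they deposited the count of reads on each of 6600 genes in each of 15 libraries without normalization. The paper's text does not name the counting mode or the strandedness. Each sample was mapped to its strain and replicate number from its label. The total count per library ranged from 7365923 to 12164321 with a median of 9449052. Between replicates, the chi-square per gene lay between 9.07 and 64.4, so the spread between cultures exceeded counting error.

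The values were whole numbers in columns of 1 library each. A quasi-likelihood count model had been planned as the main test before the data were examined. It was not used, since the unit of the deposited values was left formally unassigned from the files' layout, and limma-voom took its place after the data had been opened. The DESeq2 alternative that had been planned, the tool the authors used, was not run, and neither were the variance-stabilized values planned for the principal components. All calculations were made in R 4.3.3 with limma 3.58.1. Scaling factors by the trimmed mean of M-values, with trims of 30% and 5%, lay between 0.932 and 1.05. Genes needed at least 1.06 CPM in 3 libraries, which stands for a count of 10 in the median library, and a total of 15. This left 5851 of 6600 genes, with 749 below the filter, of which 280 had no count in any library. Voom added 0.5 to each count, and log2 CPM for the principal components used a prior count of 2. Names and gene lengths came from the R64 reference, which matched 5917 of the identifiers, and the unmatched identifiers held 0.215% of the counts. No coordinates are printed, since the authors' assembly was another, and the R64 reference was used only for which genes neighbour or overlap each other and for gene lengths and names.

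There were 8 comparisons between strains, each a contrast of strain means in 1 limma-voom fit over all libraries, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Lists of genes were tested with limma's camera at a preset correlation of 0.01, in a family of 19 tests. Whether replicate numbers pair the libraries was checked by the correlation of residuals from the strain means between same-numbered libraries, since no source names a shared batch or day. It lay between 0.155 and 0.249 in rpc128-1007 against wt, between 0.262 and 0.358 in [PRT1] against wt and between 0.555 and 0.732 in [RBS1] against rpc128-1007. These comparisons were taken as paired. Residuals cancel across the replicates of a strain, so the values of a comparison are not separate signs of pairing. In [RBS1] against rpc128-1007, the low levels of short genes in replicate 2 of both strains may account for them. Pairing is therefore an assumption here. The lists of amino acid biosynthesis, proteasome, ribosome biogenesis, mitochondrial ribosome and hexose transport genes were written by hand before the data were examined. They include some of the examples of Fig. 2E, which the study chose on these libraries. Counts adjusted over a list alone are therefore not independent evidence for those genes. Principal components used the 500 most variable genes, and k-means used 10 clusters with 50 starts. The method was tested on simulated data made from these libraries: 85% of 200 genes changed 2-fold were called, and 0 genes were called between unchanged strains. A set of 50 genes shifted by 0.5 on the log2 scale had a fitted median of 0.467.

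Single genes are named by a rule set before the data were examined. It takes every gene that the study names from RNA-seq, the plasmid, marker, Leu3 and Ppr1 genes, the 3 highest and 3 lowest called genes of rpc128-1007 against wt whose libraries do not overlap between the strains, and 1 of each for the other comparisons. By chance, 10% of genes have no overlap in 3 libraries against 3. PTP2, PPH22, PPH21, the phosphate genes, HXT1, HXT6, HXT7, RPN1, RPN10 and RPT1 were chosen after their values were seen.

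The alternatives set before the data were examined were library totals, no filter on low counts, the replicate number as a block, fits of 2 strains only, each library left out in turn, fry, camera with an estimated correlation, PRE10 left out, all tested genes in the principal components, genes with a mean of at least 100 counts, and other k-means settings. Median-ratio scaling, limma-trend, library weights, removal of the length trend and principal components of genes of at least 1000 bases were chosen after seeing the data. The RT-qPCR, tRNA and reporter measurements were not analysed here.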

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

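The tests of the Leu3-regulated genes against random lists, of PTP2, of PPH22 and of the phosphate genes were chosen only after the results were seen, while the median of the Leu3-regulated genes and the Ppr1 test were set earlier. With 3 libraries per strain, no single library was tested as an outlier. Apart from BAT1, OAC1, MAE1 and ALD5, the changes of single genes below are in genes that the paper's text does not discuss as results.

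LEU2 was higher than in rpc128-1007 by a log2 fold change of 1.58 in [RBS1] and 2.25 in [RBS1-R3H], whose plasmids carry it as the marker. LEU1, which is regulated by Leu3 and lies on no plasmid named in the paper, was lower in [RBS1] than in wt by a log2 fold change of -2.51. BAT1, OAC1, MAE1 and ALD5 fell in [RBS1] and did not rise further in [RBS1-R3H]. A candidate explanation is that the LEU2 marker lowers genes regulated by Leu3. The median log2 fold change of LEU1, LEU4, ILV2, ILV5 and GDH1 in [RBS1-R3H] against rpc128-1007 was -0.22, with 3 of the 5 below 0, which leaves the question open. Against 10000 random lists of 5 from the 69 other amino acid biosynthesis genes, a share of 1e-04 had a median as low in [RBS1-R3H] against rpc128-1007, and a share of 1e-04 in [RBS1] against wt, each the smallest the draws can give. The medians of the other genes were 0.52 and 0.22, against -0.22 and -0.50 for the Leu3-regulated genes. LEU2 and RBS1 sit on the same plasmid, so an effect of Rbs1 that needs no R3H domain cannot be told apart from an effect of the marker.

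URA3 was higher in rpc128-1007 than in wt by a log2 fold change of 1.52, and changed by -3.43 in [RBS1] against rpc128-1007. The paper gives rpc128-1007 an empty vector, whose marker its text does not name, and selection in SC-ura or SC-leu before harvest. Reads of a vector marker may therefore enter the URA3 level, and strains may differ in marker and selection as well as in the suppressor. If the URA3 marker lowered genes regulated by Ppr1, URA1, URA4 and URA10 would be lower where URA3 is high. Their median in rpc128-1007 against wt was 0.51, in the opposite direction, but URA4 hardly differed, at 104.1 and 107.1 CPM. Where URA3 was low, the genes went both ways. In [RBS1-R3H], URA10 and URA4 were at 142 and 118 CPM, above 52.05 and 104.1 in rpc128-1007, and URA1 was at 264.6, below 331.1. In [RBS1], URA4 was higher than in rpc128-1007, at 116, and URA1 and URA10 were lower, at 280 and 20.13. These levels do not decide the question. No biological explanation was tested.

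PPH22 was higher than in wt by a log2 fold change of 3.14 in [RBS1] and 2.99 in [RBS1-R3H]. It lies beside RBS1 on the other strand, with the ends of the genes facing. Its lowest level in the 6 libraries with an RBS1 plasmid was 324.6 CPM and its highest elsewhere was 73.13, so the plasmid insert, or transcripts that run past RBS1, may be the source of these reads. Reads shared with the paralog PPH21 are argued against by the change of PPH21, which was 0.17 in [RBS1] against rpc128-1007. A response of the chromosomal PPH22 to Rbs1 stays open and was not tested.

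PTP2 was lower in rpc128-1007 than in wt by a log2 fold change of -1.57. It is the neighbour of RPC128, and the control plasmid may carry it. The test had been set so that a further difference among the strains without that plasmid would speak against this, and it came out that way: the lowest adjusted p was 0.0226, in [RBS1] against rpc128-1007 (limma-voom, Benjamini-Hochberg). A small further fall does not exclude a lost plasmid copy, and this reading was adopted only after the outcome was seen. The native allele and the plasmid go together in every library, so their effects on PTP2 cannot be told apart.

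SPL2 was higher in [PRT1] than in wt by a log2 fold change of 2.97 and lower in [RBS1-R3H] by -2.34. The second call was lost without [RBS1-R3H] replicate 1, 2 or 3 (adjusted p = 0.0949, 0.0931 and 0.0973, limma-voom with Benjamini-Hochberg adjustment) and without wt replicate 2 (0.0792), with adjusted p between 0.000397 and 0.0973 over its alternatives. PHO84 had a log2 fold change of 1.45 in [PRT1] against wt, which did not pass the threshold (adjusted p = 0.0793, limma-voom with Benjamini-Hochberg adjustment), with adjusted p between 0.00367 and 0.244 over its alternatives. It was called higher with the replicate number as a block (0.00367), in a comparison whose same-numbered libraries were taken as paired. PHO84 was also called in the fit of these strains alone (0.00919), with library weights (0.0228) and without wt replicate 2 (0.0499). Across 9 phosphate genes, chosen after their values were seen, the median was 1.38 in [PRT1] against rpc128-1007, with 7 called higher. It was 1.4 with the length trend removed, which argues against a loss of reads on short genes. Within each replicate number, the 9 genes were higher in the [PRT1] library than in the rpc128-1007 library, with medians of 1.30, 0.93 and 2.05 for numbers 1, 2 and 3. This decides nothing about cultures, since the genes were chosen for this rise and each number holds 1 library of every strain, so that a difference shared by a number cancels between strains by design. Differences between single cultures stay open. In [RBS1-R3H] the median against rpc128-1007 was -1.92, with 8 called lower. In [RBS1], which has the same marker, it was -1.03, with 4 called lower. With the replicate number as a block, 8 were called lower in [RBS1], in a comparison whose same-numbered libraries were taken as paired. An effect of the marker and of the selection before harvest cannot be told apart from an effect of the Rbs1 proteins. PHO11 and PHO12 are near-identical, so reads may be split between them.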

How the results depend on the processing

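No test in this part was chosen for its outcome, and the median-ratio scaling, limma-trend, library weights, length trend and long-gene alternatives were chosen only after seeing the data. The alternatives run had been fixed before the data were examined, apart from these. The planned DESeq2 alternative and its variance-stabilized values for the principal components were not run, and limma-voom replaced the planned count model. Where a result changed, the cause was not tested, except where fewer libraries or genes enter by construction.

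With the replicate number as a block, which makes the comparison paired, the count of changed genes moved from 1083 to 1625 in rpc128-1007 against wt, from 700 to 1051 in [RBS1-R3H] against rpc128-1007, from 669 to 1214 in [PRT1] against wt, from 582 to 1203 in [RBS1] against wt and from 943 to 1417 in [PRT1] against [RBS1]. In [RBS1] against rpc128-1007, where the numbers were taken to pair the libraries, it moved from 1748 to 2272. In the 3 comparisons taken as paired, the block changed the call of IGD1 in rpc128-1007 against wt and of PHO84 in [PRT1] against wt. It changed the call of none of the others among the 93 gene values below or the list tests of these comparisons. Across the 9 phosphate genes, the block moved the number called lower in [RBS1] against rpc128-1007 from 4 to 8 and the number called higher in [PRT1] against wt from 6 to 8, and in rpc128-1007 against wt it called 1 higher and 1 lower. In the other 5 comparisons at least 1 replicate number had a residual correlation below 0.1. With fits of 2 strains only, the counts were 576 in rpc128-1007 against wt, 966 in place of 1748 in [RBS1] against rpc128-1007, 171 in [RBS1-R3H] against rpc128-1007 and 363 in [RBS1] against wt. With library weights they were 1158 in [PRT1] against wt, 1105 in [RBS1] against wt and 1495 in [PRT1] against [RBS1].

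With library totals, the median of all genes in [RBS1-R3H] against wt shifted to -0.122. Higher and lower genes became 585 and 637 in rpc128-1007 against wt, 1166 and 701 in [RBS1] against rpc128-1007, 574 and 1099 in [RBS1-R3H] against wt and 414 and 655 in [PRT1] against [RBS1]. The ribosome biogenesis median in [RBS1-R3H] against wt reversed to -0.032. The same list passed the camera threshold there with no filter on low counts (median 0.0898, adjusted p 0.041), the replicate block (median 0.077, adjusted p 0.0171) and 2 strains only (median 0.0898, adjusted p 0.0132), in a range of adjusted p from 0.00155 to 0.774 over its alternatives. In rpc128-1007 against wt it fell short of the threshold with library weights (median 0.069, adjusted p 0.0649), in a range from 2.43e-06 to 0.668.

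With fry, whose medians are those of camera, 7 lists no longer passed: amino acid biosynthesis in [PRT1] against wt (-0.12), ribosome biogenesis in rpc128-1007, [PRT1] and [RBS1] against wt (0.11, 0.14 and 0.19), and mitochondrial ribosome in the same strains (0.17, -0.35 and -0.32). With the correlation estimated, these also did not pass, nor did amino acid biosynthesis in rpc128-1007 against wt (1.06) and in [PRT1], [RBS1] and [RBS1-R3H] against rpc128-1007 (-1.15, -0.84 and 0.46), the proteasome in rpc128-1007 against wt (-0.48) and in [PRT1] and [RBS1] against rpc128-1007 (0.24 and 0.39), and hexose transport in [RBS1] against rpc128-1007 (0.52) and against wt (0.34).

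Over all tested genes, components 1 and 2 held 33.8% and 19.3% of the variance and the gap was 13.4, on a larger scale since more genes enter. With the length trend removed they held 46.5% and 15.6% and the gap was 9.19. With genes of at least 1000 bases they held 53.4% and 19.2%, and 14 libraries had their own replicates nearest. The correlation of rpc128-1007 and [RBS1-R3H] was 0.711 with no filter and 0.778 with a mean of at least 100 counts, and that of [PRT1] and [RBS1] was 0.364, 0.278 and, with library weights, 0.259. The largest number of proteasome subunits in a cluster was 26 with library totals, median-ratio scaling, limma-trend, a single start and 8 clusters, 25 with the replicate block and 24 with the length trend removed.

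Across fits that each left out a library, the count of changed genes ran from 718 to 1071 for rpc128-1007 against wt, from 992 to 1219 for [PRT1] against rpc128-1007, from 1321 to 1637 for [RBS1] against rpc128-1007, from 325 to 759 for [RBS1-R3H] against rpc128-1007, from 403 to 621 for [PRT1] against wt, from 274 to 414 for [RBS1] against wt, from 874 to 1210 for [RBS1-R3H] against wt, from 679 to 923 for [PRT1] against [RBS1]. It ran from 118 to 183 for changes above 2-fold, from 1597 to 2341 for any strain and from 4259 to 5003 for none, with 718 for rpc128-1007 against wt without wt replicate 3. More than a 1.5-fold move came without [RBS1-R3H] replicate 2 (325 in [RBS1-R3H] against rpc128-1007), without wt replicate 3 (403 in [PRT1] against wt) and without wt replicate 2 (274 in [RBS1] against wt), among others. List medians ran as follows. Amino acid biosynthesis ran from 0.93 to 1.20 for rpc128-1007 against wt, from -1.27 to -1.06 for [PRT1] against rpc128-1007, from -0.98 to -0.74 for [RBS1] against rpc128-1007, from 0.36 to 0.61 for [RBS1-R3H] against rpc128-1007, from -0.16 to -0.047 for [PRT1] against wt. The proteasome ran from -0.56 to -0.40 for rpc128-1007 against wt, from 0.16 to 0.32 for [PRT1] against rpc128-1007, from 0.32 to 0.44 for [RBS1] against rpc128-1007. Ribosome biogenesis ran from 0.048 to 0.18 for rpc128-1007 against wt, from 0.06 to 0.21 for [PRT1] against wt, from 0.09 to 0.25 for [RBS1] against wt, from 0.00053 to 0.12 for [RBS1-R3H] against wt. The mitochondrial ribosome ran from 0.12 to 0.22 for rpc128-1007 against wt, from -0.39 to -0.30 for [PRT1] against wt, from -0.41 to -0.24 for [RBS1] against wt. Hexose transport ran from 0.08 to 0.36 for rpc128-1007 against wt, from 0.45 to 0.59 for [RBS1] against rpc128-1007, from 0.24 to 0.46 for [RBS1] against wt, from 0.09 to 0.27 for [RBS1-R3H] against wt. The share on component 1 ran from 34.5 to 49.2 for all libraries, on component 2 from 18.1 to 28.2 for all libraries, and the gap from 4.02 to 9.24 for all libraries. Libraries beside their replicates ran from 7 to 11 for all libraries. Correlations ran from 0.646 to 0.756 for rpc128-1007 and [RBS1-R3H], from 0.236 to 0.401 for [PRT1] and [RBS1], and subunits in a cluster from 14 to 27 for all libraries.

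For 93 values of named genes, 1302 alternatives gave 1250 with the same direction and call, 34 weaker, 9 stronger and 9 reversed. RPT1 in rpc128-1007 against wt reversed to -0.029 with library totals, -0.043 without wt replicate 2 and -0.048 without rpc128-1007 replicate 1. GCN4 in [RBS1] against rpc128-1007 reversed to -0.0010 without rpc128-1007 replicate 2, -0.012 without rpc128-1007 replicate 3 and -0.038 without [RBS1] replicate 3, in a range from -0.038 to 0.083 across the fits that left out a library. ALD5 in [RBS1-R3H] against rpc128-1007 reversed to 0.047 with library weights, 0.11 without rpc128-1007 replicate 1 and 0.0997 without [RBS1-R3H] replicate 3, in a range from -0.17 to 0.11 across the fits that left out a library. IGD1 and YOL013W-A had few reads, and whether depth limits their calls was not tested.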

Differences from the paper's values

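None of the tests in this part was chosen to come closer to the paper's values. For single genes, 151 fold changes were set beside the paper's values from Fig. 2E, the text and the part of the paper's supplementary table that was read, which held 1081 of its 6572 genes, and 0 were more than 1.5 times apart beyond the replicate spread.

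The paper's text gives 27 proteasome subunits in 1 k-means cluster, and 14 were found here. Of the alternatives set before the data were examined, library totals gave 26, the replicate block 25, 1 random start with seed 2 gave 26 and 8 clusters gave 26, which are within 1.5 times of the paper's number, and the fit without [RBS1-R3H] replicate 1 gave 27. The number also came within 1.5 times of it without wt replicate 1, 2 or 3 (19, 25 and 23), without rpc128-1007 replicate 3 (23), without [PRT1] replicate 2 (25), without [RBS1] replicate 2 (25) and without [RBS1-R3H] replicate 2 (19). It did not with no filter on low counts (14), nor without rpc128-1007 replicate 1 (15) or 2 (16), [PRT1] replicate 1 (14) or 3 (17), [RBS1] replicate 1 (17) or 3 (15), or [RBS1-R3H] replicate 3 (16). Median-ratio scaling and limma-trend gave 26, library weights 20 and removal of the length trend 24, all chosen after seeing the values.

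The paper's share of variance on principal component 2 is about 13% in Figure 2A, read by eye, and 24.4% was found here. Of the alternatives set before the data were examined, all tested genes (19.3%) and leaving out [RBS1] replicate 2 (18.1%) came within 1.5 times of it, and the fits that left out another library did not. Removal of the length trend gave 15.6% and genes of at least 1000 bases gave 19.2%, both chosen after seeing the values.

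The paper states that replicates cluster together and fall into groups of strains, and here 8 of the 15 libraries had their own replicates as the 2 nearest and rpc128-1007 replicate 2 fell in the other branch of the tree. With genes of at least 1000 bases, chosen after seeing the values, the number was 14. The paper states that [RBS1-R3H] had no effect on OAC1, MAE1, BAT1 and ALD5, and the log2 fold changes against rpc128-1007 were -1.58, -0.81, -0.79 and -0.042. The paper states that its cluster of genes induced by RBS1 was lower in [RBS1-R3H]. Of the 217 genes selected here, which are not that cluster, 6 were called lower than in wt and 34 higher. Their selection used the same wt libraries, which favours calls of higher genes by chance, so these counts do not decide the question. The paper gives IGD1 as downregulated in rpc128-1007. Its log2 fold change here was -1.09 with an adjusted p of 0.0581 (limma-voom, Benjamini-Hochberg), and it was called with library totals (0.0418), with the replicate block (0.0282), without wt replicate 1 (0.0278) and without rpc128-1007 replicate 2 (0.0307), in a range up to 0.202.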

Other observations

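The tests of the libraries that lie apart, the splits for the gene lists and for changes above 2-fold, and the simulated calls were chosen only after the results were seen, while the splits for the 8 counts of changed genes and the PRE10 test were set earlier.

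Replicate 2 of rpc128-1007 and replicate 2 of [RBS1] lay apart from their replicates. Library size is argued against by their totals, which were 12164321 and 7794547, at different ends of the range. A mislabelled sample is argued against by the level of RBS1, which was 4425 CPM in [RBS1] replicate 2 and 134.3 in rpc128-1007 replicate 2. Among 722 genes under 500 bases, the median log2 deviation from the strain mean was -0.37 in the first and -0.36 in the second. The lowest value in another library was -0.142, in [PRT1] replicate 1, although the Spearman coefficient of the deviation with gene length there, 0.424, came near the 0.559 and 0.501 of these libraries, so a trend with length is not peculiar to them. With genes of at least 1000 bases, 14 of the 15 libraries had their own replicates as the 2 nearest, so a loss of reads on short genes may account for the distance. The step at which such reads were lost was not tested. Across genes, the log2 fold change of rpc128-1007 against wt had a Spearman coefficient with gene length of 0.276.

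PRE10 lay above the other proteasome subunits in [PRT1], with a log2 fold change against rpc128-1007 of 2.84. The next subunit, RPN10, had 0.90. The lowest [PRT1] library had 1606 CPM and the highest of the other libraries 427.1. The 3′ part of PRE10 lies on the plasmid insert, and reads from it may account for the rise.

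Other splits of the 6 libraries of each comparison into groups of 3 were fitted, 10 in each case with the real split included. The share of splits can therefore never fall below 0.1, and the splits alone cannot exclude chance. The real split gave 576 changed genes for rpc128-1007 against wt, 920 for [PRT1], 966 for [RBS1] and 171 for [RBS1-R3H] against rpc128-1007, 816, 363 and 1536 for [PRT1], [RBS1] and [RBS1-R3H] against wt, and 792 for [PRT1] against [RBS1]. In each of these 8 comparisons, 1 of the 10 splits, the real split itself, gave as many, and another split gave at most 1 gene. Where replicate numbers were taken to pair the libraries, the real split was also the largest of the 4 that part all 3 pairs. For changes above 2-fold in rpc128-1007 it was also 1 of 10. For the amino acid biosynthesis list, the number of splits with as small a camera p was 1 for rpc128-1007 against wt, 1 for [PRT1], 1 for [RBS1] and 2 for [RBS1-R3H] against rpc128-1007, and 5 for [PRT1] against wt. For the proteasome list it was 2 for rpc128-1007 against wt, 3 for [PRT1] and 3 for [RBS1] against rpc128-1007. For the ribosome biogenesis list it was 7, 5, 6 and 8 for rpc128-1007, [PRT1], [RBS1] and [RBS1-R3H] against wt. For the mitochondrial ribosome list it was 4, 1 and 3 for rpc128-1007, [PRT1] and [RBS1] against wt. For the hexose transport list it was 6 for rpc128-1007 against wt, 2 for [RBS1] against rpc128-1007, 1 for [RBS1] against wt and 4 for [RBS1-R3H] against wt. In all, 14 of 28 results had only the real split as large, and for the others the camera p does not exclude chance. Among the others, 27 proteasome genes were called lower in rpc128-1007 against wt, and 25 higher in [RBS1] against rpc128-1007. In [RBS1-R3H] against rpc128-1007, 43 genes of amino acid biosynthesis were called higher. These calls come from the same libraries, and genes of a list can move together, so they do not decide the question for the lists. In 100 simulations of unchanged strains, at most 2 genes of all those tested were called in any of the 8 comparisons. The fits over all libraries called between 582 and 1748 genes, so the simulations argue against chance that acts on each gene separately. The simulations drew each gene separately, so a spread that genes share is not in them.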
